# NEK7 couples SDHB to orchestrate respiratory chain electron transport homeostasis that impedes liver fibrosis

**DOI:** 10.1038/s41467-025-65790-0

**Published:** 2025-11-28

**Authors:** Zhenzhen Sun, Le Sun, Hu Hua, Ying Ren, Wenping Zhu, Xu Wang, Wei Gu, Songming Huang, Dandan Zhong, Ying Sun, Yue Zhang, Aihua Zhang, Zhanjun Jia

**Keywords:** Mechanisms of disease, Energy metabolism, Liver fibrosis

## Abstract

The mode of electron transport in mitochondrial respiratory chain determines whether it generates energy or more reactive oxygen species (ROS), a key for cellular adaptation to diverse oxygen environments. However, the understanding of the mechanisms remains incomplete. Here, we find that NIMA-related kinase 7 (NEK7), targeted to mitochondria by its signal peptides, binds to succinate dehydrogenase complex iron sulfur subunit B (SDHB), stabilizing the spatial conformation of complex II and promoting forward electron transport. Deficiency of NEK7 in hepatocytes induces reverse electron transport (RET) and inhibits mitochondrial respiration, thereby promoting ROS generation, triggering spontaneous liver fibrosis and aggravating CCl_4_-induced liver fibrosis, which can be attenuated by RET inhibitors. More importantly, NEK7 overexpression effectively alleviates CCl_4_- and choline-deficient, high-fat diet-induced liver fibrosis. Overall, these findings highlight the pivotal role of NEK7 in orchestrating complex II and electron transport, providing new insights into the regulation of mitochondrial homeostasis and potential fibrosis treatments.

## Abstract (web summary)

Here they show that mitochondria-localized NEK7 couples mitochondrial complex II subunit SDHB to maintain the homeostasis of electron transport in hepatocytes, thereby impeding the progression of liver fibrosis.

## Introduction

Mitochondrial homeostasis determines the fate of cell^1–3^. Any abnormality in the mitochondrial electron transport chain, tricarboxylic acid cycle, fusion, fission, etc., can lead to a disturbance in mitochondrial homeostasis, including abnormal mitochondrial complex activity, disordered electron transport, abnormal morphological dynamics and mtDNA levels, unbalanced energy, and reactive oxygen species (ROS) generation^4^. These can cause cell senescence or death, and ultimately changing the fate of organs or even the entire body^1^. The stability of the mitochondrial complex and orderly transfer of electrons in the respiratory chain are particularly crucial for maintaining mitochondrial homeostasis^5^, which is regulated by both mitochondrial and nuclear gene-encoded proteins^6^. The former usually constitutes an important subunit of the mitochondrial complex, whereas the latter regulates the mitochondrial complex by entering the mitochondria^7,8^. Abnormal activity of the mitochondrial complex disrupts the balance of related metabolites and the path of electron transport, such as reverse electron transport, leading to a substantial increase in ROS production^9–11^. This mechanism has been extensively studied and is involved in the pathogenesis and progression of various diseases^10,12,13^.

NIMA-Related Kinase 7 (NEK7) was previously reported to be located in the nucleus and cytoplasm, and was initially found to affect spindle assembly, centrosome separation and microtubule dynamics, participating in the regulation of mitotic initiation and progression^14,15^. Later, another important function of NEK7 was discovered; under certain signals (e.g. K^+^ efflux, Ca^2+^ signaling, chloride efflux, and mitochondrial ROS), it can directly bind to NLRP3 and initiate the assembly of the NLRP3 inflammasome, which is essential for its activation^16,17^. We previously found that NEK7 may promote cell cycle progression by regulating cyclin proteins, especially cyclin B1, thereby alleviating acute liver injury caused by acetaminophen^18^, which demonstrated another role of NEK7 independent of mitosis and NLRP3 inflammasome activation.

Through further analysis of the RNA-seq omics of liver tissues from *NEK7* hepatocyte-specific knockout homozygous mice, we found that genes affected by NEK7 deficiency were significantly enriched in the oxidative phosphorylation (OXPHOS) pathway, and were closely linked to genes related to the mitochondrial inner membrane and respiratory complex. Furthermore, we unexpectedly discovered that NEK7 could enter the mitochondria and change the spatial conformation of mitochondrial complex II by binding to succinate dehydrogenase complex iron sulfur subunit B (SDHB), promoting the stability of electron transport in the respiratory chain and reducing ROS generation. More importantly, NEK7 can significantly ameliorated chronic liver fibrosis caused by various factors.

In this work, we find that NEK7 is localized in the mitochondria and reveal its important role in the regulation of mitochondrial complex and electron transport, which not only provides new insights into the molecular mechanisms of mitochondrial homeostasis, but also identifies potential targets for both mitochondrial dysfunction-related fibrotic diseases and the development of novel therapeutic strategies.

## Results

### NEK7 is localized in the mitochondria of hepatocytes, mediated by its MTS

First, we analyzed the RNA-seq data (de novo generated) of the liver tissues from *NEK7* hepatocyte-knockout homozygous (Hom) mice and wild-type (Ctrl) mice (Fig. 1a). 

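The authors deposited, for each of 6 livers (3 Hom and 3 WT), the estimated number of reads on every gene, together with FPKM and TPM values made from them. The estimated counts need not be whole numbers, and 65.9% of them were. They summed to between 19392568 and 19730236 per Hom liver (median 19668876) and to between 19349418 and 19476955 per WT liver (median 19394464), over 17975 genes. For the tests, the counts were rounded to whole numbers, 13805 genes with enough counts were kept by edgeR's filterByExpr, and library composition was corrected with TMM factors, which were 0.81 to 0.92 in the WT livers and 1.09 to 1.23 in the Hom livers. Differences between Hom and WT livers were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all 13805 genes. The paper's methods give 1 liver per mouse. Counts of libraries of the same group differed by more than sampling noise (chi-square per degree of freedom of 23.8 or more), so that no pair was treated as a library deposited again. In Hom mice Nek7 is deleted in hepatocytes, and the RNA was taken from whole liver tissue. Nek7 (NCBI Gene 59125) is a protein-coding gene on the minus strand of chromosome 1, from 138482875 to 138620141 in GRCm38 (GENCODE M21). Its rounded count was 1127, 1077 and 1036 in WT replicates 1, 2 and 3 and 310, 439 and 387 in Hom replicates 1, 2 and 3. After TMM normalization, Nek7 was at 65.2 ± 3.36 CPM (read counts scaled by library size; SD, n = 3 mice) in WT livers and at 16.4 ± 1.83 (SD, n = 3 mice) in Hom livers, or 25.2% of the WT mean. This was a log2 fold change of −1.99 (standard error 0.10, adjusted p = 1.59e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 Hom livers lay under all 3 WT livers (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The Y-linked genes Ddx3y and Kdm5d had no count in Hom replicate 1, while each had at least 243 counts in the other 5 livers. Uty, also Y-linked, had 149 counts in Hom replicate 1 and at least 464 in the other 5 livers.

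**Figure D1:**
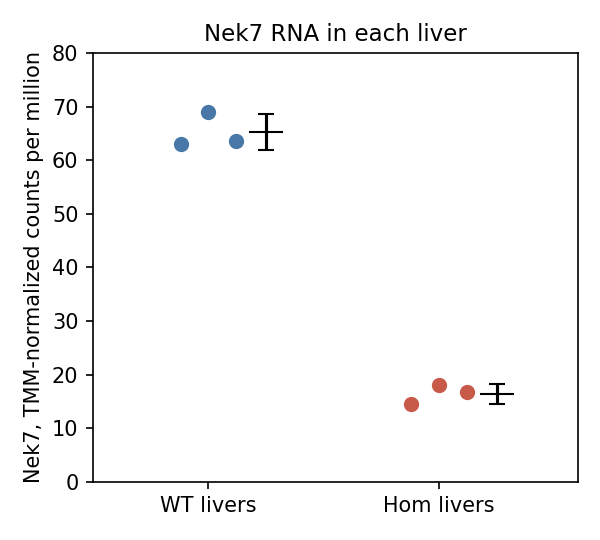
Nek7 RNA in each liver, in TMM-normalized CPM (vertical axis), for 3 WT livers (blue points) and 3 Hom livers (red points), with the mean and SD beside each group. The WT livers lie between 62.9 and 69.1 and the Hom livers between 14.5 and 18.1.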

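Of the 13805 genes tested between Hom and WT livers, 2780 were lower and 2974 were higher in Hom livers at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with no minimum fold change. A list of the subunit genes of respiratory complexes I to V, the OXPHOS subunits, was written by hand before the data were examined, and 78 of its genes were tested. Of these, 77 were lower in Hom livers, or 98.7%, against 20.1% of all tested genes, an odds ratio of 314 (p = 6.88e-53, one-sided Fisher's exact test over genes). The count was also 77 when the p-values were adjusted over the 78 genes alone. The median log2 fold change of the 78 genes was −0.65, with a range from −1.02 to −0.38. The same test was run for hand-written lists of 6 other pathways shown in Fig. 1a, and the 7 p-values were adjusted by the Benjamini-Hochberg method. The OXPHOS subunits ranked 1 (adjusted p = 4.82e-52). Fatty acid degradation ranked 2 (83.7% of 43 genes lower, adjusted p = 1.83e-18), protein processing in the endoplasmic reticulum ranked 3 (70.8% of 65 genes, 3.38e-18), and valine, leucine and isoleucine degradation ranked 4 (81.4% of 43 genes, 1.67e-17). The proteasome (71.4% of 42 genes), the peroxisome (60.0% of 60 genes) and the cytosolic ribosome (48.8% of 80 genes) followed. The ribosome's median log2 fold change did not stand apart from genes of similar expression, since 69.3% of 10000 random lists matched on mean expression had a median as low, and after a loess correction for gene length and GC content 8.75% of its genes were lower. The camera test, run with a preset correlation between genes and none estimated from these livers, also placed the OXPHOS subunits lower. With an absolute log2 fold change of at least 1 required, 575 genes were lower and 1 of the 78 OXPHOS subunits, Ndufb9, remained. Scaling by library size alone, without TMM factors, raised the median log2 fold change of all genes to 0.45 and gave 642 lower and 6574 higher genes, with 23 of the 78 subunits lower and a rank of 3. A change of scaling shifts all genes alike. With this shift the ribosome and proteasome medians, −0.29 and −0.38 with TMM factors, turned to 0.16 and 0.069. A list of 39 hepatocyte marker genes had a median log2 fold change of −0.70 in the same comparison.

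**Figure D2:**
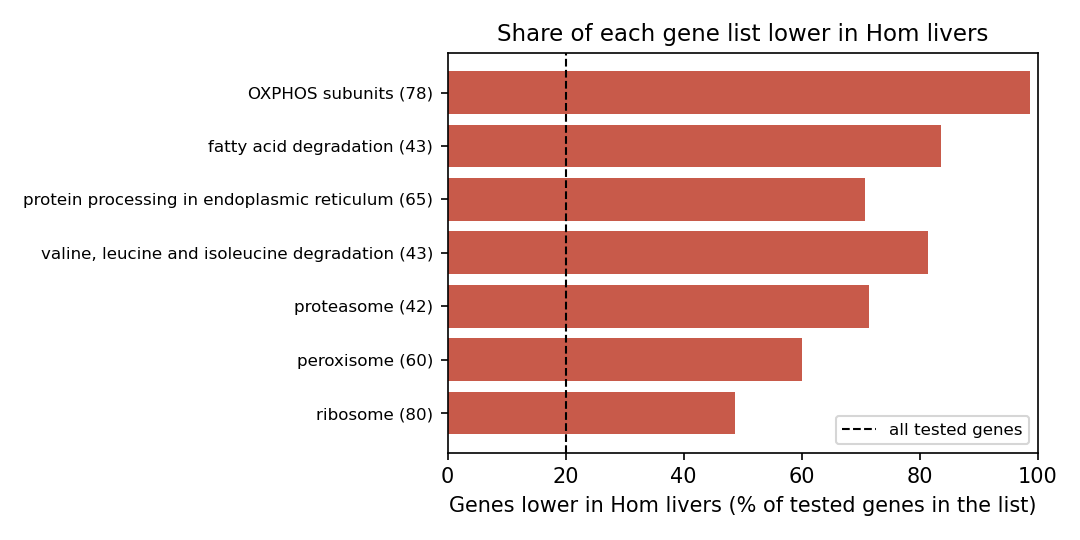
Share of the tested genes of each list that were lower in Hom livers at an adjusted p under 0.05 (horizontal axis, percent), for 7 gene lists in the order of their p-values, with the number of tested genes in parentheses. The dashed line marks the 20.1% of all tested genes that were lower, and the OXPHOS subunits reach 98.7%; with library size alone as the scaling, the ribosome and proteasome medians change sign.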

Kyoto encyclopedia of genes and genomes (KEGG) analysis showed that the genes affected (log_2_FC < 0, *Q* value < 0.05) by hepatocyte NEK7 deletion were significantly enriched in the OXPHOS pathway (top-ranked). Furthermore, by GO-C analysis, we found that these genes enriched in the OXPHOS pathway were mainly clustered in the inner mitochondrial membrane and were associated with the mitochondrial complex as well as the respiratory chain. 

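Counted by complex, 36 of 36 tested complex I subunit genes were lower in Hom livers, with a median log2 fold change of −0.64 (p = 7.33e-26, one-sided Fisher's exact test against all tested genes). In complex II, which holds SDHB, 4 of 4 were lower (median −0.79, p = 0.00164 from Fisher's exact test; 5.72% of expression-matched random lists of 4 genes had a median as low), in complex III 9 of 9 (median −0.71, p = 5.39e-07), in complex IV 11 of 12 (median −0.66, p = 2.13e-07), and in complex V, the ATP synthase, 17 of 17 (median −0.65, p = 1.42e-12). The exception in complex IV was Cox7a1, which had a mean of 1.09 CPM in WT and 0.602 in Hom livers (log2 fold change −0.86, standard error 0.38, adjusted p = 0.111 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Genes encoded in mitochondrial DNA were not analysed here, so these shares concern nuclear genes. Sdhb (NCBI Gene 67680) lies on the plus strand of chromosome 4, from 140961203 to 140979193 in GRCm38. It was at 197 ± 5.78 CPM (SD, n = 3 mice) in WT livers and at 112 ± 10.3 (SD, n = 3 mice) in Hom livers, a log2 fold change of −0.82 (standard error 0.095, adjusted p = 0.00123 from the edgeR quasi-likelihood test). The other complex II genes changed by a similar amount. Their log2 fold changes were −0.84 for Sdha, −0.60 for Sdhc and −0.76 for Sdhd (adjusted p = 0.00229, 0.00168 and 0.00187 from the edgeR quasi-likelihood test). These are RNA values. The paper reports SDHB protein unaltered in HepG2 cells with more or less NEK7, in Het hepatocytes and in livers given AAV8-TBG-cre. Its text does not describe SDHB protein in Hom livers, so the RNA cannot be set directly against that result. The lower gene with the smallest adjusted p was Ndufb9 in complex I (log2 fold change −1.02, standard error 0.079), Uqcr11 in complex III (−0.84, standard error 0.070), Cox6a1 in complex IV (−0.80, standard error 0.085) and Atp5g3 in complex V (−0.93, standard error 0.10). The vacuolar ATPase, a proton pump of other membranes that the KEGG map of oxidative phosphorylation also includes, moved differently. Of its 19 tested genes, 2 were lower and 6 higher, with a median log2 fold change of 0.14. When libraries were scaled by size alone, 0 of these 19 were lower and 17 higher (median 0.60). Under that scaling, the number lower was 11 of 36 in complex I, 3 of 4 in complex II, 4 of 9 in complex III, 2 of 12 in complex IV and 3 of 17 in complex V, and Sdhc was no longer past the threshold (log2 fold change −0.14, adjusted p = 0.252 from the edgeR quasi-likelihood test). The paper took the genes of the OXPHOS pathway, which it ranked at the top of its KEGG analysis, into the GO-C analysis, and from the terms found it states that these genes were mainly clustered in the inner membrane and were associated with the mitochondrial complex and the respiratory chain.

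**Figure D3:**
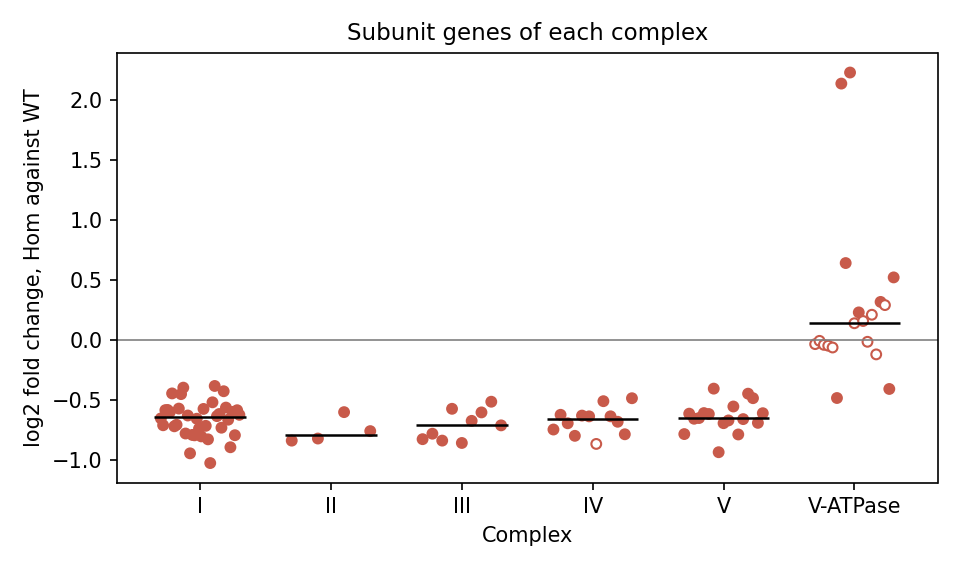
Log2 fold change between Hom and WT livers (vertical axis) of each tested subunit gene, by complex (horizontal axis); each point is a gene, filled where the adjusted p was under 0.05, and lines are medians. Every tested gene of complexes I to V lies under 0, and the vacuolar ATPase genes lie on both sides of it; values are TMM-normalized.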

We speculated that NEK7 may enter the mitochondria and affect its function.

**Fig. 1:**
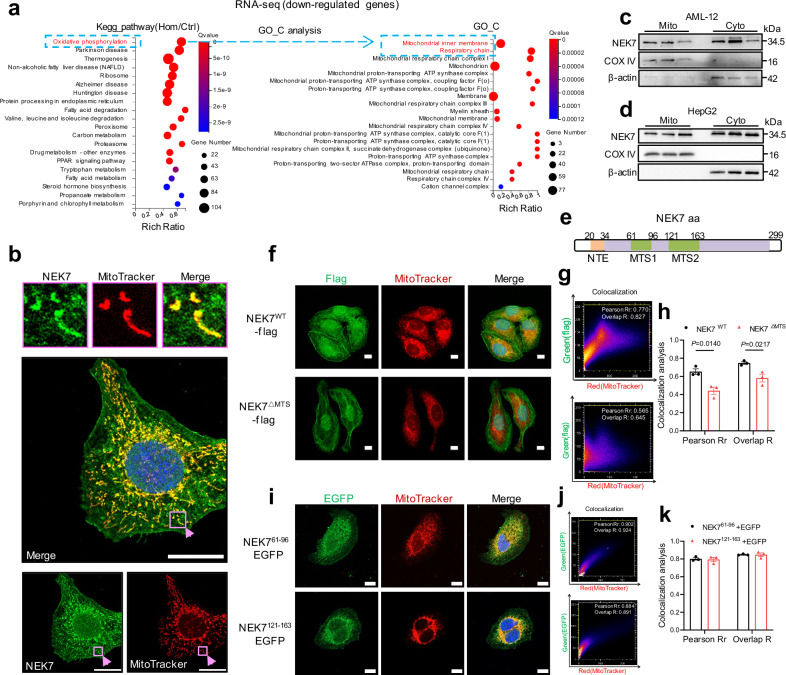
NEK7 is localized in mitochondria, mediated by its MTS peptides. **a** KEGG and GO-C analysis of the downregulated genes (compared to the WT mice livers) in the Hom mice livers. N = 3 mice/group. The Hom mouse (NEK7^fl/fl^ -Alb-Cre + ) is the homozygous hepatocyte *NEK7* knockout mouse depicted in Fig. 4a. **b** Representative images acquired by laser confocal microscopy showing NEK7 localization (Green) in the mitochondria (Red, MitoTracker) of HepG2 cells. Scale bar, 20 μm. The enlarged images above show areas wherein NEK7 (green) co-localizes with mitochondria (red) in HepG2 cells (*n *= 3). **c,d**, Western blotting analysis showing the NEK7 protein levels in mitochondria and cytoplasm isolated from AML-12 and HepG2 cells (*n* = 3). Mito, mitochondria; Cyto, cytoplasm. **e** Distribution of the two MTS peptides (61–96 and 121–163) in NEK7 amino acid sequences. Refer to Supplementary Fig. 2. **f–h** Representative images (**f**) and the co-localization analysis (**g**, **h**) showing the different distribution pattern of NEK7^WT^-flag (full-length NEK7) and NEK7^△MTS^-flag (the predicted MTS sequences are deleted) in the mitochondria of HepG2 cells. N = 3/group. Scale bar, 10 μm. Flag, green; MitoTracker, Red. **i–k** Representative images (**i**) and the co-localization analysis (**j**, **k**) showing the distribution pattern of EGFP in the HepG2 cells transfected with NEK7^61–96^*-*EGFP or NEK7^121-163^*-*EGFP plasmids. N = 3 /group. Scale bar, 10 μm. EGFP, green; MitoTracker, Red. Data are presented as mean ± SE. Significant differences are analyzed using unpaired two-tailed *t*-test (**h**). Related data shown in Supplementary Fig. 1 and Supplementary Fig. 2. *N* values in (**b–d**, **f–k**) indicate biological independent replicates. Source data are provided as a Source Data file.

We performed co-localization staining of NEK7 and MitoTracker in mouse primary hepatocytes (Supplementary Fig. 1a), AML-12 cells (Supplementary Fig. 1b, c), and HepG2 cells (Fig.1b). Confocal imaging and co-localization analysis intuitively showed a high overlap of NEK7 and the mitochondria (Fig.1b and Supplementary Fig. 1a–c), which was verified in the liver tissues (including the mouse liver tissues and the human liver tissues, Supplementary Fig. 1g, h) and in the co-localization of NEK7 with TOM20 in HepG2 cells (Supplementary Fig. 1d, e). We also isolated mitochondrial and cytoplasmic fractions from the mouse primary hepatocytes, AML-12 cells, HepG2 cells, and human liver tissues, and detected NEK7 protein levels, respectively. We observed endogenous NEK7 was localized in the mitochondria at a level similar to that in the cytoplasm (Fig.1c, d and Supplementary Fig. 1f, i).

To explore how NEK7 enters the mitochondria, we analyzed the structure of the NEK7 protein and noticed that there are two amino acid sequences, which are very consistent with the features of mitochondria-targeted signal peptides (MTS)^19,20^, located at residues 61–96 and 121–163 (Fig.1e). In detail, they are enriched in positively charged residues, interspersed with hydrophobic residues, close to the α-helix, and highly conservative among various species (Supplementary Fig. 2). Next, we constructed *NEK7-flag* (NEK7 full-length) and *NEK7*^*△MTS*^*-flag* plasmids (lack the above two predicted MTS sequences) and transfected them into HepG2 cells. Through co-localization analysis, we observed that the exogenous full-length NEK7 were also localized in the mitochondria, with a high overlap coefficient (mean overlap coefficient; full-length NEK7, 0.747), which was significantly reduced when both the MTS sequences were deleted (mean overlap coefficient; NEK7^△MTS^, 0.581), whereas with no significant change in the distribution of NEK7 in the nucleus and cytoplasm (Fig.1f–h). Furthermore, we constructed fusion plasmids of each MTS sequence with EGFP, and detected the localization of EGFP in sub-cellular structures. We found that both peptides could specifically target EGFP into the mitochondria (mean overlap coefficient: MTS^61–96^, 0.850; MTS^121-163^, 0.848) and even had a higher efficiency in entering the mitochondria than the full-length NEK7 sequence (Fig.1i-k). Taken together, for the first time, we identified the localization of NEK7 in the mitochondria and verified the possible MTS sequences for the protein entering the mitochondria.

### NEK7 deficiency leads to mitochondrial dysfunction

To investigate the role of NEK7 in the mitochondria, we first analyzed mitochondrial morphology by transmission electron microscopy and detected mitochondrial oxidative respiration. The ultra-structural images of the livers from the *NEK7* hepatocyte-specific knockout mice displayed that NEK7 deficiency in hepatocytes led to obvious abnormalities in the morphology of mitochondria, including decreased number of cristae, mitochondrial swelling, and vacuolization (Fig. 2a and Supplementary Fig. 3a), indicating serious mitochondrial damage and dysfunction^21,22^. Additionally, we observed obvious endoplasmic reticulum edema and disordered structure in the liver tissue of Hom mice (compared with the wild-type [WT] mice) (Fig.2a), which may be secondary to the mitochondrial damage, resulting from the long-term complete loss of NEK7 in hepatocytes. By a seahorse assay, we found the oxygen consumption rate (OCR) was significantly reduced in the primary hepatocytes isolated from the heterozygous (Het) mice, accompanied by increased mitochondrial ROS (mtROS), compared to hepatocytes from the WT mice (Fig.2b–d and Supplementary Fig. 3b). The mitochondrial membrane potential was significantly increased in *NEK7*-knockdown liver tissues (from the Het mouse), as determined by TMRE (tetramethylrhodamine ethyl ester perchlorate) staining (Fig.2e), further indicating the important role of NEK7 in mitochondrial function.

**Fig. 2:**
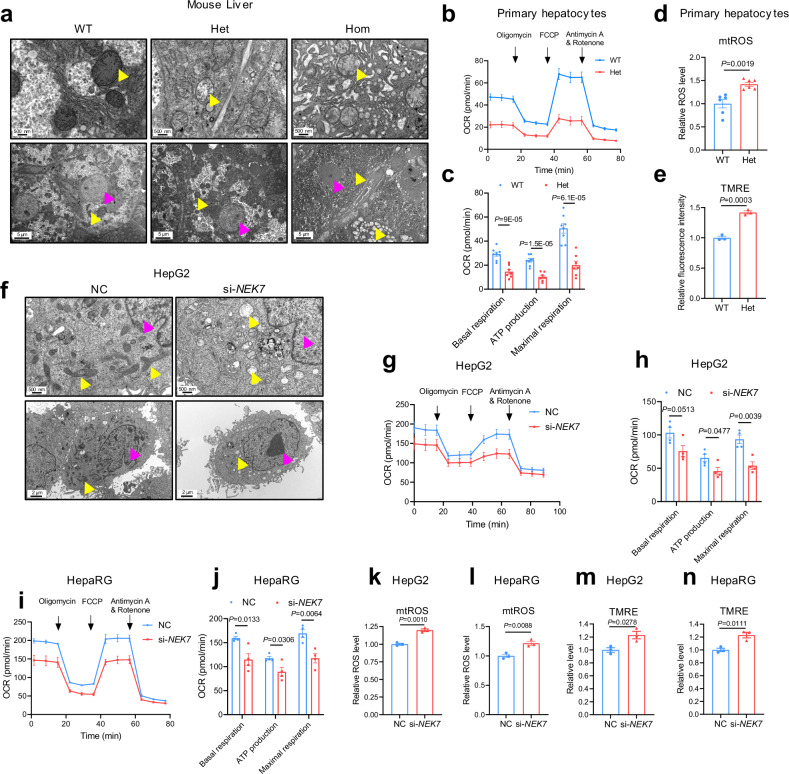
NEK7 deficiency leads to mitochondrial dysfunction. **a** Representative TEM images depicting the ultrastructure of the liver tissues from WT (*n* = 3 mice), Het (NEK7^fl/wt^-Alb-Cre + , as depicted in Fig. 4a, *n* = 5 mice), and Hom mice (NEK7^fl/fl^-Alb-Cre + , as depicted in Fig. 4a, *n* = 3 mice). Pink and yellow arrows point to the nucleus and mitochondria, respectively. Scale bar, 5 μm (below) or 500 nm (above). **b**, **c** Mitochondrial OCR of the primary hepatocytes (WT, *n* = 8; Het, *n* = 7), isolated from the WT and Het mice. **d** Flow cytometry detected mitochondrial ROS levels (MitoSox Red) in the primary hepatocytes (isolated from the WT and Het mice). *N* = 6/group. **e** Quantification of mitochondrial membrane potential determined by TMRE staining in the WT and Het mice livers. *N* = 3/group. **f** TEM acquired images depicting the ultrastructure of the HepG2 cells transfected with NC (negative control) or si-*NEK7* for 48 h. The pink arrows point to the nucleus, and the yellow arrows point to the mitochondria. Scale bar, 2 μm (below) or 500 nm (above). N = 3/group. **g**, **h** Mitochondrial oxygen consumption rate (OCR) in HepG2 cells determined by seahorse assay, *n* = 4/group. The HepG2 cells are treated as in (**a**). **i**, **j** Mitochondrial OCR in HepaRG cells determined by seahorse assay, *n* = 4/group, the HepaRG cells are treated as in (**a**). **k**, **l** Flow cytometry detected mitochondrial reactive oxygen species (mtROS) levels (MitoSox Red) in the control and NEK7-inhibited hepatocytes (including HepG2 and HepaRG cells). *N* = 3/group. **m**, **n** Flow cytometry detected mitochondrial membrane potential (TMRE) in control and NEK7-inhibited hepatocytes (including HepG2 and HepaRG cells). *N* = 3/group. Data are presented as mean ± SE. Significant differences are analyzed using unpaired two-tailed *t*-test (**c–e**, **h**, **j–n**). Related data shown in Supplementary Fig.3. *N* values in (**b–n**) indicate biological independent replicates. Source data are provided as a Source Data file.

Furthermore, in vitro, the HepG2 cells with inhibition of NEK7 exhibited similar edema and vacuolization of mitochondria (Fig.2f and Supplementary Fig. 3c) as the hepatocytes of the Hom mice. We observed autophagy lysosomes in NEK7-inhibited cells (Fig.2f), which may have been formed to degrade damaged mitochondria^23^. Additionally, loss of NEK7 significantly inhibited mitochondrial oxidative respiration. This was confirmed in diverse human hepatocyte cell lines (Fig.2g–j and Supplementary Fig. 3c, d). NEK7 deficiency also resulted in a significant increase in mitochondrial ROS (Fig.2k, l) and mitochondrial membrane potential (Fig.2m, n) both in the HepG2 and HepaRG cells measured by flow cytometry. All these results suggested that loss of NEK7 resulted in mitochondrial dysfunction. In summary, mitochondria-localized NEK7 is essential for maintaining mitochondrial function in hepatocytes, and NEK7 deficiency leads to disturbed mitochondrial homeostasis, including abnormal mitochondrial morphology and respiration, and increased mitochondrial membrane potential and ROS.

### NEK7 regulates complex II conformation and electron transport by binding to SDHB

To investigate the downstream molecule of NEK7 involved in the regulation of mitochondrial function, we purified mitochondrial proteins from HepG2 cells and performed a co-immunoprecipitation assay using an NEK7 antibody, followed by mass spectrometry detection. Cluster analysis revealed that NEK7-related proteins in the metabolic module were mainly enriched for energy production and conversion (Fig. 3a). Considering the above results indicating the role of NEK7 in mitochondrial OXPHOS, we focused on proteins (including SDHB, TDIF2, and VATC1) that are NEK7-unique (compared with IgG) and related to the OXPHOS pathway, among which only SDHB is localized in the mitochondria and has an established link to mitochondrial respiration (Fig.3a). We verified the mass spectrometry results by CO-IP-western blotting in mouse primary hepatocytes, AML-12 cells, and HepG2 cells (Supplementary Fig. 4a and Fig.3b). Additionally, through co-localization analysis, we observed that NEK7 and SDHB had a high overlap in the mitochondria of primary hepatocytes, AML-12, and HepG2 cells (Supplementary Fig. 4b–f and Fig. 3c, d).

**Fig. 3:**
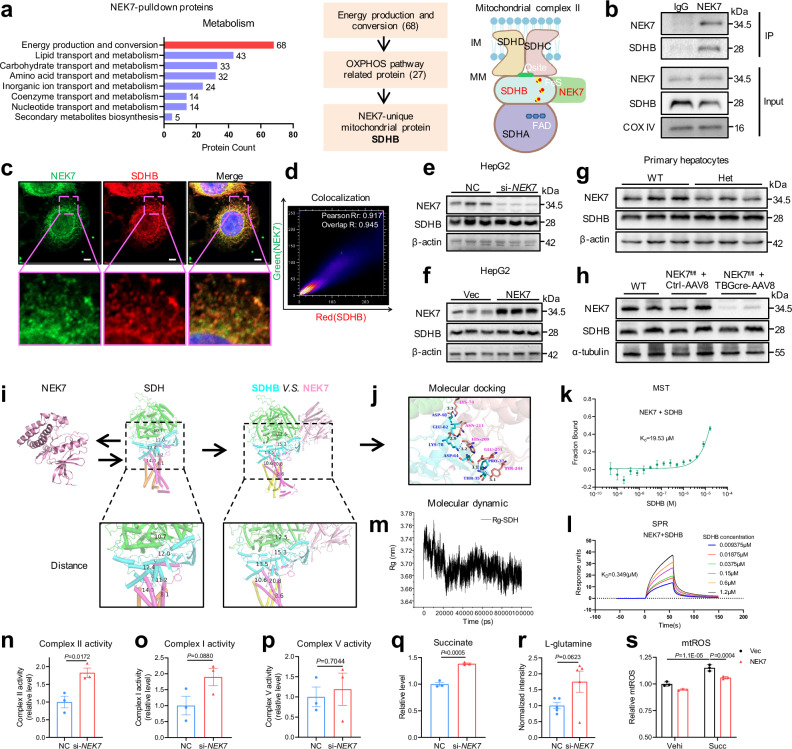
NEK7 regulates complex II conformation and electron transport by binding to SDHB. **a** NEK7-related mass spectrometry depicting the number of proteins enriched in diverse functional categories of metabolic modules (left). The diagram in the middle depicts that, of the 68 proteins (pulldown by NEK7 antibody) enriched in energy production and conversion, SDHB is the only mitochondrial protein related to the OXPHO pathway. The diagram on the right draws the possible interaction between NEK7, SDHB, and mitochondrial complex II. Created in BioRender. Sun, z. (https://BioRender.com/l2fzi06). **b** Co-immunoprecipitation analysis showing the interaction of NEK7 and SDHB determined by IgG and NEK7 antibody. N = 3/group. **c**, **d** Representative IF images (**c**) and the co-localization analysis (**d**) depict NEK7 and SDHB co-localization in the HepG2 cells. Scale bar, 5 μm. N = 3/group. **e,f**, Western blotting analysis of NEK7 and SDHB protein levels in the HepG2 cells transfected with si-*NEK7*/NC or NEK7/Vec (vector) plasmids for 48 h. N = 3/group. **g**, **h** Western blotting analysis of SDHB level in NEK7-depleted (from the Het/WT mice) primary hepatocytes (*n* = 3/group) and liver tissues (from the NEK7^fl/fl^ mice injected with AAV8-TBGcre-EGFP for four weeks, *n* = 4 mice/group). **i**–**j** Molecular docking analysis of NEK7 and SDHB. **k** MicroScale Thermophoresis (MST) analysis of NEK7 and SDHB protein. **l** Surface Plasmon Resonance (SPR) analysis of NEK7 and SDHB protein (Supplementary Data 2). **m** Molecular dynamics simulation showed the gradually decreasing Rg (Radius of gyration) value of SDH complex after SDHB binding with NEK7 (Supplementary Data 3-6). **n**–**p** Activities of mitochondrial complex II, I, and V in the HepG2 cells transfected with si-*NEK7*/NC for 48 h. N = 3/group. **q**, **r** Level of Succinate (*n* = 3/group) and L-glutamine (*n *= 5/group) in the HepG2 cells transfected with si-*NEK7*/NC for 48 h. **s** Relative mitochondrial ROS level (MitoSox Red) detected by flow cytometry. The control (Vec) and NEK7-overexpressed HepG2 cells are treated with vehicle (Vehi) or Succinate (Succ, 1 mM) for 4 h. N = 3/group. Data are presented as mean ± SE. Significant differences are analyzed using unpaired two-tailed *t*-test (**n**–**r**), and a one-way ANOVA with Benjamini multiple comparisions (**s**). N values in (**b–g**, **n–s)** indicate biological independent replicates. Source data are provided as a Source Data file.

Succinate dehydrogenase complex iron sulfur subunit B is a subunit of succinate dehydrogenase (also known as mitochondrial complex II), which is composed of four subunits (SDHA/SDHB/SDHC/SDHD) and cofactors (including FAD, three iron-sulfur clusters, and coenzyme Q)^24,25^. Succinate dehydrogenase is a key enzyme in the tricarboxylic acid cycle (involved in the oxidation of succinate to fumarate) and in the electron transport chain^25,26^. Numerous studies have uncovered that abnormal expression or mutation of SDHB affects mitochondrial complex II assembly, causes mitochondrial dysfunction, and is associated with the development of various tumors^27–29^. However, the regulatory mechanisms underlying the effects of SDHB remain elusive. We found that neither over-expression nor low expression of NEK7 affected SDHB protein levels in HepG2 cells (Fig. 3e, f). Additionally, SDHB was not altered in the primary hepatocytes isolated from hepatocyte *NEK7* knockdown mice (the Het mice) or in the liver tissue of adult mice with hepatocyte *NEK7* knockdown induced by AAV8-TBG-cre (Fig. 3g, h). The complex II assembly and integrity were also unaffected whether NEK7 was overexpressed or silenced in the HepG2 cells determined by Blue Native Page assay (Supplementary Fig. 4g, h).

Furthermore, molecular docking analysis (Fig. 3i, j) revealed direct binding between NEK7 and SDHB (including salt bridges and hydrogen bonds), and that leads to slight increase in the distance of electron transport within the SDH complex (measured after the molecular dynamics simulation). Microscale thermophoresis (MST) and surface plasmon resonance (SPR) analysis also showed that NEK7 and SDHB protein had a good binding affinity (Fig. 3k, l), which was decreased significantly with the deletion of binding sites in NEK7 (the K_D_ value increases from 0.349 μm to 4.750 μm) (Supplementary Fig. 4i), further demonstrating the possibility of direct interaction between them. Additionally, using molecular dynamics simulation^30,31^, we found that NEK7 altered the spatial conformation of SDH complex after binding to SDHB, which tended to be more stable, as evidenced by a decreased gyration radius (Fig. 3m).

Next, we determined the activity of the mitochondrial complex II. In HepG2 cells, NEK7 overexpression did not significantly affect the complex II activity (Supplementary Fig. 4j). However, surprisingly, NEK7 deficiency led to a significant increase in the activity of mitochondrial complex II, and just an arising trend in the activity of mitochondrial complex I, whereas the mitochondrial complex V activity did not change (Fig.3n-p). Combined with the above seahorse results and increased membrane potential and mitochondrial ROS generation (Fig.2), we speculate that the unstable SDH complex, due to the absence of NEK7 bound to SDHB, leads to uncoupling between electron transport and OXPHOS in the mitochondria^32–35^. Suppressed generation of ATP, increased membrane potential and mtROS levels, along with elevated mitochondrial complex II activity are the important indicators of reverse electron transfer (RET)^11,32–35^. Thus, all the above evidence suggests there may prompt RET in the respiratory chain in hepatocytes with NEK7 knockdown. That is, the electrons from mitochondrial complex II cannot be transferred forward to generate energy, but are reversely transferred to FAD or mitochondrial complex I, resulting in the leakage of more electrons, which is an important mechanism that leads to a large amount of mitochondrial ROS generation and limited energy production^11,36^.

To investigate why NEK7 deficiency causes RET, we detected the levels of related metabolites. We found that the level of succinate (also known as succinic acid) was significantly increased in the HepG2 cells with NEK7 knockdown (Fig.3q), a key metabolite that leads to the generation of mitochondrial ROS by inducing RET^10,35^. The level of L-glutamine was also increased (Fig.3r), which could enter the mitochondria to promote further production of succinate^37,38^. Here, increased succinate and L-glutamine levels in hepatocytes, whether directly or indirectly associated with NEK7 deficiency, may further enhance RET. Next, we treated the HepG2 cells with succinate, which induced the generation of mitochondrial ROS (Fig.3s), consistent with the results of previous studies. Succinate-induced mitochondrial ROS was significantly reduced when NEK7 was simultaneously overexpressed in the cells (Fig.3s). These results further suggest that the occurrence of RET^11,13^ due to NEK7 deficiency probably originated from the sites of mitochondrial complex II.

Moreover, we explored the effect of SDHB on mitochondria. We found that inhibiting SDHB induced the generation of mitochondrial ROS, and increased mitochondrial membrane potential (Supplementary Fig.5a–c). However, the activity of mitochondrial complex II was significantly down-regulated (Supplementary Fig. 5d), suggesting that the loss of SDHB may lead to a reduction or abnormal assembly of mitochondrial complex II. This also indicates that SDHB is essential for the stability of mitochondrial complex II.

Taken together, we demonstrate the important role of NEK7 in maintaining the homeostasis of mitochondrial complex II and electron transfer, through binding to SDHB.

### Hepatocyte *NEK7* knockout mice develop spontaneous hepatic dysfunction and fibrosis

During the breeding of hepatocyte *NEK7* knockout mice (Fig. 4a, b), we unexpectedly found that the stress urine of 5-month-old Hom mice was more yellow than that of the WT mice (data not shown). After phenotype analysis, it was surprising that the livers of Hom mice were harder and sharper, and their serum was obviously more yellow than that of the WT mice (Fig. 4c). Additionally, in the Hom mice, liver function, indicated by the levels of alanine and aspartate aminotransferases (ALT and AST), decreased sharply, the levels of direct bilirubin (DBIL) in the serum were significantly increased, and liver pathological injury was more serious (Fig.4d–h and Supplementary Fig. 6a). The Het mice had mild liver dysfunction and structural abnormalities as shown by serum biochemical analysis and liver histopathological staining (Fig.4d–g and Supplementary Fig. 6a). Next, we measured the level of liver fibrosis and inflammation by various experiments. In the Het mice, we observed mild fiber deposition only limited in the portal areas of the liver, and inflammation increased slightly (Fig.4h–r and Supplementary Fig. 6b–l). In the Hom mice, the liver exhibited diffuse fibrosis with abundant fiber deposition, and the mRNA and protein levels of various fibrotic molecules were markedly increased (Fig.4h-r and Supplementary Fig. 6b–l). Moreover, the level of inflammation was also significantly increased, as shown by the mRNA levels of inflammatory cytokines, accompanied by a large number of inflammatory cell infiltration detected by CD45 staining (Fig.4h, o–q and Supplementary Fig. 6d, h). Additionally, we found that liver function and fibrosis in the Het mice further deteriorated at 10-month (Supplementary Fig. 7).

**Fig. 4:**
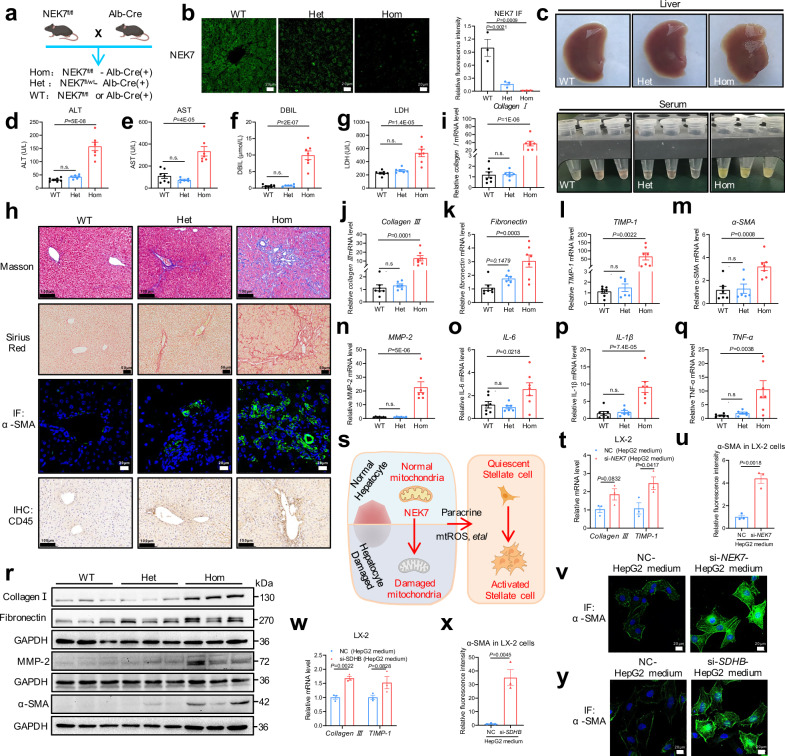
Hepatocyte NEK7 knockout mice develop spontaneous hepatic dysfunction and fibrosis. **a** Breeding scheme of the hepatocyte *NEK7* knockout mice. Created in BioRender. Sun, z. (https://BioRender.com/l2fzi06). **b** Representative images of NEK7 immunofluorescence (IF) staining in the mouse livers. N = 3/group. **c** Representative pictures of the livers (WT, *n* = 7; Het, *n* = 6; Hom, *n* = 7) and serum. **d**–**g** Levels of serum ALT, AST, LDH, and DBIL (WT, *n* = 7; Het, *n* = 6; Hom, n = 7). **h**, Representative images of Masson (Het, *n* = 6), Sirius Red (Het, *n* = 6), α-SMA IF (Het, *n* = 6), and CD45 IHC (Het, *n* = 5) staining, WT, n = 7; Hom, *n* = 7. The quantification in Supplementary Fig.6e-h. **i**–**q** Relative mRNA levels of *Collagen Ⅰ, Collagen Ⅲ, Fibronectin, TIMP-1, α-SMA, MMP-2*, *IL-6, IL-1β*, and *TNF-α*; WT, *n* = 7; Het, *n* = 6; Hom, *n* = 7. **r** Western blotting showing the expression of Collagen Ⅰ, Fibronectin, α-SMA, and MMP-2 in the mouse livers, *n* = 6/group. The quantification in Supplementary Fig.6i–l. **s** The diagram depicts the speculation that NEK7 deficiency-induced mitochondria dysfunction and mtROS generation cause hepatocyte damage, which may promote proliferation and activation of the hepatic stellate cells through paracrine effects and results in the pathological progression in the liver. Created in BioRender. Sun, z. (https://BioRender.com/l2fzi06). **t** Relative mRNA levels of *Collagen Ⅲ* and *TIMP-1* in the LX-2 cells, which are treated with the conditional medium of the HepG2 cells (transfected with si-*NEK7*/NC for 48 h) for 72 h. N = 3/group. **u**, **v** Quantification (**u**) and representative images (**v**) of α-SMA staining in the LX-2 cells with the same treatment as in (**t**). N = 3/group. **w** Relative mRNA levels of *Collagen Ⅲ* and *TIMP-1* in the LX-2 cells, which are treated with the conditional medium of the HepG2 cells (transfected with si-*SDHB* /NC for 48 h) for 72 h. N = 3/group. **x**, **y** Quantification (**x**) and representative images (**y**) of α-SMA staining in the LX-2 cells with the same treatment as in (**w**). N = 3/group. Data are presented as mean ± SE. Significant differences are analyzed using two-tailed *t-*test (**t**, **u**, **w**, **x**), and a one-way ANOVA with Benjamini multiple comparisions (**b**, **d**–**g**, **i**–**q**), *n.s.* no significance. N values in (**b–r**) indicate the numbers of mouse and N values in (**t–y**) indicate biological independent replicates. Source data are provided as a Source Data file.

We also observed that *NEK7* knockout in the hepatocytes significantly induced proliferation and activation of hepatic stellate cells in the Hom mice, which were characterized by increased distribution of the cells and increased protein and mRNA levels of α-SMA (Fig. 4h, m, r). Based on the above results, we speculate that NEK7 deficiency-induced mitochondrial dysfunction and oxidative stress cause hepatocyte damage, which may promote the proliferation and activation of the hepatic stellate cells through paracrine effects and finally lead to pathological progression in the liver (Fig.4s). Furthermore, in vitro, we applied the medium of the HepG2 cells with inhibition of NEK7 expression to culture LX-2 cells (human hepatic stellate cell line), which significantly increased the levels of α-SMA and fibrosis-related genes (Fig. 4t–v), indicating activation of the LX-2 cells. Moreover, we observed similar results when LX-2 cells were cultured with the medium of SDHB-inhibited HepG2 cells (Fig. 4w–y and Supplementary Fig. 6m, n). Together, these results showed that *NEK7* knockout in hepatocytes progressed to severe liver dysfunction, pathological injury, and fibrosis, further indicating the important role of NEK7 in maintaining mitochondrial homeostasis in hepatocytes.

### Inhibiting RET alleviates the aggravation of CCl_4_-induced liver fibrosis caused by hepatocyte *NEK7* knockdown

Next, we explored whether inhibition of RET or mitochondrial ROS could alleviate hepatocyte injury and the activation of hepatic stellate cells caused by NEK7 deletion. We used several RET inhibitors, including dimethyl malonate (DMM, target complex Ⅱ)^39,40^, rotenone (Rot, target complex Ⅰ)^32,37^, and metformin (Met, target complex Ⅰ)^37^, and the ROS scavenger Tempo^41,42^. We found that DMM, Rot, Met, and Tempo significantly reduced ROS levels resulting from NEK7 deletion in the HepG2 cells (Fig. 5a). Additionally, activation of the LX-2 cells induced by the medium of the HepG2 cells with NEK7 depletion was also significantly inhibited, as evidenced by decreased levels of α-SMA and other fibrosis-related proteins (Fig. 5b–d and Supplementary Fig. 8). DMM treatment alone did not significantly affect mitochondrial homeostasis in the HepG2 cells, as evidenced by no significant difference in the ROS level, mitochondrial membrane potential, and complex II activity between groups, as well as the level of α-SMA in the LX-2 cells with DMM-conditioned medium of HepG2 (Supplementary Fig. 9a-e). This suggested that the protective effect of DMM might depend on abnormal complex II activity caused by NEK7 deficiency.

**Fig. 5:**
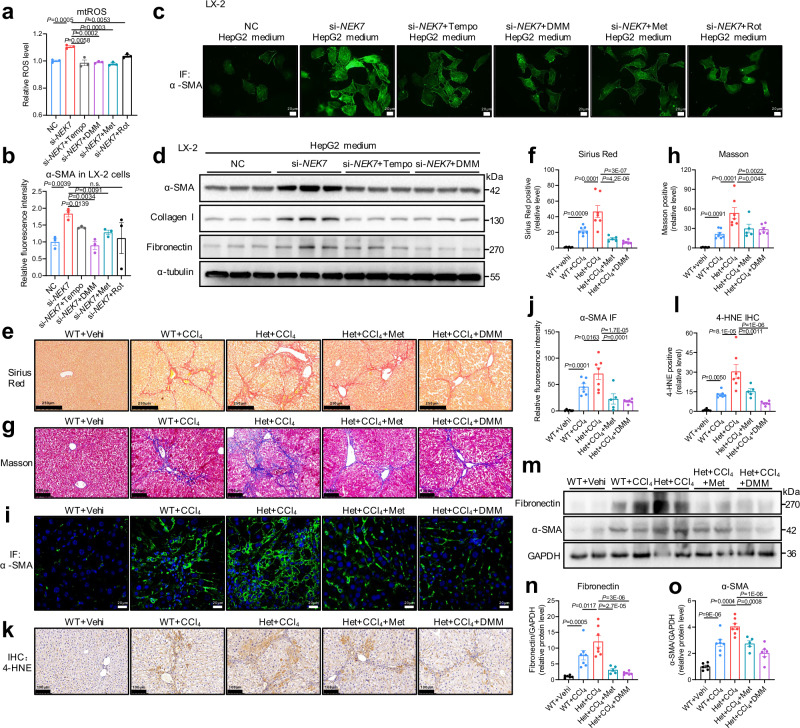
Inhibiting RET alleviates the aggravation of CCl_4_-induced liver fibrosis caused by NEK7 knockdown. **a** Flow cytometry detected mitochondrial ROS levels (MitoSox Red) in HepG2 cells. The HepG2 cells are transfected with NC or si-*NEK7* for 48 h, then treated with 500 μM Tempo, 10 μM Dimethyl malonate (DMM), 100 μM Metformin (Met), or 50 nM Rotenone (Rot) for 24 h, respectively. N = 3/group. **b**, **c** Relative fluorescence intensity (**b**) of α-SMA staining in LX-2 cells, the LX-2 cells are treated with the corresponding conditional medium of the HepG2 cells in (**a**). Representative images are displayed in (**c**). Scale bar, 20 μm. N = 3/group. **d** Western blotting analysis of the expression of α-SMA, Collagen Ⅰ, and Fibronectin protein in the LX-2 cells treated with the conditional medium of HepG2 cells. The HepG2 cells are transfected with NC or si-*NEK7* for 48 h, then treated with 500 μM Tempo and 10 μM DMM for 24 h, respectively. N = 3/group. The quantification in Supplementary Fig.8a–c. **e**–**l**, Representative images and quantification of Sirius Red (scale bar, 200 μm), Masson (scale bar, 100 μm), α-SMA IF (scale bar, 20 μm), and 4-HNE immunohistochemistry (IHC) staining (scale bar, 100 μm). **m**–**o** Western blotting analysis showing the levels of fibrotic proteins (Fibronectin and α-SMA) in the livers of the mice with diverse treatments (see “Methods”). Quantification of the protein levels of Fibronectin and α-SMA displayed in (**n**, **o**). Data are presented as mean ± SE. Significant differences are analyzed using unpaired two-tailed *t*-test (**a**, **b**), and a one-way ANOVA with Benjamini multiple comparisions (**f**, **h**, **j**, **l**, **n**, **o**; WT+Vehi, *n* = 6; WT+CCl_4_, *n* = 7; Het+CCl_4_, *n* = 7; Het+CCl_4_+Met, *n* = 5; Het+CCl_4_ + DMM, *n* = 6). N values in (**a–d**) indicate biological independent replicates and N values in (**e–o**) indicate the numbers of mouse. Related data shown in Supplementary Fig. 8 and Supplementary Fig. 9. Source data are provided as a Source Data file.

In vivo, we used hepatocyte *NEK7* knockdown mice (the Het mice) and the corresponding WT mice as controls to induce liver fibrosis by intraperitoneal injection of CCl_4_ for 6–7 consecutive weeks. We found that liver fibrosis in the Het mice was more severe than that in the WT mice, which was significantly attenuated when treated with DMM or Met, as well as inhibited proliferation and activation of the hepatic stellate cells (Figs.5e–j,5m–o). Lipid oxidative damage to the liver tissue was also significantly alleviated (Fig.5k, l). Furthermore, the aggravated damage of mitochondria in the livers by NEK7-knockdown were rescued by DMM as evidenced by TEM analysis (Supplementary Fig. 9f), suggesting that mitochondrial structural disorder may be secondary to the impaired activity of complex II. Additionally, in vitro, abnormal activity of complex II induced by CCl_4_ could be restored by NEK7 overexpression (Supplementary Fig. 9g). This indicated that aggravation of CCl_4_-induced liver fibrosis in the Het mice may be due to the further deterioration of complex II activity caused by NEK7 deficiency.

Taken together, we found that NEK7 deficiency in hepatocytes caused HSC activation and exacerbated liver fibrosis induced by CCl_4_, which could be reversed by inhibiting RET or ROS scavenging.

### NEK7 overexpression alleviates liver fibrosis

We first investigated the level of NEK7 in liver tissues and mitochondria from fibrotic mice and cell models. The expression of NEK7 was significantly reduced in the total and mitochondrial lysates from the mouse fibrotic livers induced by CCl_4_ (Supplementary Fig. 10a–f), as well as in the total and mitochondrial lysates of primary hepatocytes extracted from the fibrotic livers (Supplementary Fig. 10a, g–j). In addition, NEK7 was also significantly downregulated in the mitochondria of the mouse fibrotic livers induced by CDAHFD (Supplementary Fig. 10k,l). Furthermore, the level of NEK7 in the fibrotic livers of NAFLD patients (fibrosis stage:4) also showed a decrement with a p-value of 0.0909 as analyzed by a two tailed t-test and a p-value of 0.0455 by a one tailed t-test (Supplementary Fig. 10m). In human-derived HepG2 cells treated with CCl_4_ and free fatty acids (FFA, palmitic acid/ oleate), the expression of NEK7 both in the total and mitochondrial lysates was also significantly downregulated (Supplementary Fig. 10n–u). Given the critical role of NEK7 in maintaining normal mitochondrial homeostasis in hepatocytes, the reduction of NEK7 could contribute to the pathogenesis and advancement of liver fibrosis.

To investigate the effect of NEK7 overexpression on chronic liver disease, we constructed a liver fibrosis model in the WT mice by intraperitoneal injection of CCl_4_ for 6–7 consecutive weeks, during which NEK7 plasmids (pcDNA3.1*-*mNEK7) were injected into the tail vein every six days. Injection of the NEK7 plasmids increased the expression of NEK7 in the liver tissue (Fig. 6a–d), which has been reported as an effective way of modulating the level of the indicated protein in the liver^43,44^. After a series of analysis, we found that decreased liver function, severe pathological injury, and fibrotic deposition induced by CCl_4_ were all significantly alleviated in the NEK7 overexpressed mice (Fig. 6e–l). Additionally, CCl_4_-induced proliferation and activation of the hepatic stellate cells and oxidative damage were also inhibited by NEK7 overexpression (Fig.6m–p).

**Fig. 6:**
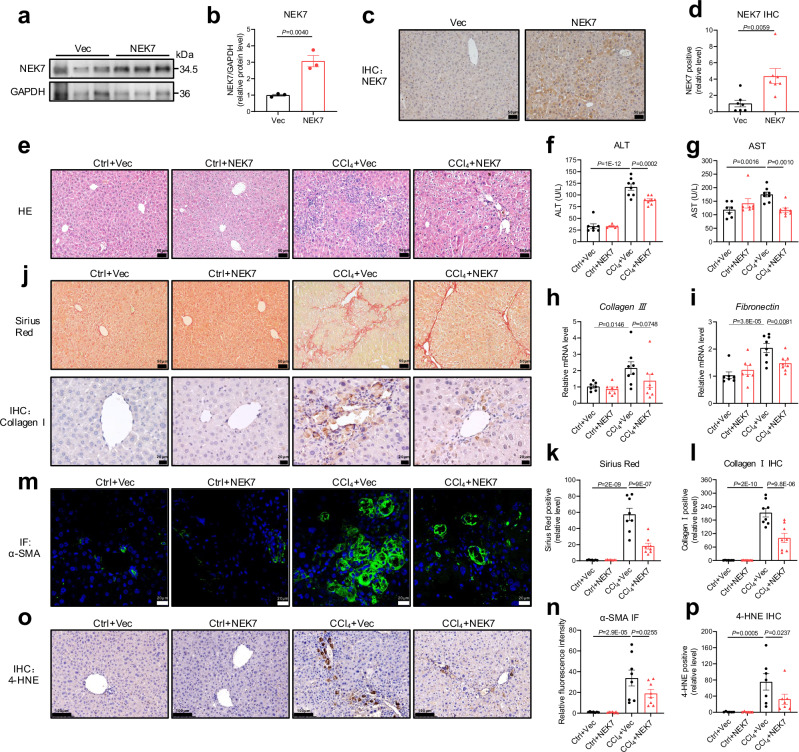
NEK7 overexpression by tail vein injection of NEK7 plasmids alleviates CCl_4_-induced liver fibrosis. **a** Western blotting analysis showing NEK7 expression in the livers of the mice injected with vector (pcDNA3.1) or NEK7 (pcDNA3.1-mNEK7) plasmids. The quantification is in (**b**), *n* = 3/group. **c**, **d** Representative images and quantification of NEK7 IHC staining (scale bar, 50 μm), *n* = 7/group. **e** Representative images of HE staining (scale bar, 50 μm); Ctrl+Vec, *n* = 7; Ctrl+NEK7, *n* = 7; CCl_4_+Vec, *n* = 8; CCl_4_ + NEK7, *n* = 8. **f**, **g** Levels of serum ALT and AST in the mice with diverse treatments (see “Methods”); Ctrl+Vec, *n* = 7; Ctrl+NEK7, n = 7; CCl_4_+Vec, *n* = 8; CCl_4_ + NEK7, *n* = 8. **h**, **i** Relative mRNA levels of *Collagen Ⅲ* and *Fibronectin* in the livers of the mice with diverse treatment (see “Methods”); Ctrl+Vec, *n* = 7; Ctrl+NEK7, *n* = 7; CCl_4_+Vec, *n* = 8; CCl_4_ + NEK7, *n* = 8. **j**–**l** Representative images and quantification of Sirius Red (scale bar, 50 μm) and Collagen Ⅰ IHC staining (scale bar, 20 μm); Ctrl+Vec, *n* = 7; Ctrl+NEK7, *n* = 7; CCl_4_+Vec, *n* = 8; CCl_4_ + NEK7, *n* = 8. **m**–**p** Representative images and quantification of α-SMA (scale bar, 20 μm; Ctrl+Vec, *n* = 7; Ctrl+NEK7, *n *= 7; CCl_4_+Vec, *n* = 8; CCl_4_ + NEK7, *n* = 8) and 4-HNE staining (scale bar, 100 μm; Ctrl+Vec, *n* = 6; Ctrl+NEK7, *n* = 6; CCl_4_+Vec, *n* = 7; CCl_4_ + NEK7, *n* = 7). Data are presented as mean ± SE. Significant differences are analyzed using unpaired two-tailed *t*-test (**b,d**), and a one-way ANOVA with Benjamini multiple comparisions (**f**–**i**, **k**, **l**, **n**, **p**). N values in (**a–p**) indicate the numbers of mouse. Source data are provided as a Source Data file.

To confirm that the protective role of NEK7 is hepatocyte-specific, we further used AAV8-TBG vector to deliver *NEK7* into the hepatocytes followed by CCl_4_ intraperitoneal injection to induce liver fibrosis. The protein of NEK7 was overexpressed efficiently as evidenced by the western blotting and IF staining (Fig. 7a–d). Consistent with the protection of NEK7-plasmids tail vein injection, impaired liver function, fibrosis, activation of the hepatic stellate cells, inflammation and oxidative stress induced by CCl_4_ were all markedly alleviated in the mice with NEK7-AAV (AAV8-TBG-NEK7-EGFP) treatment (Fig.7e–m,o–v). Additionally, we observed that the damaged mitochondria by CCl_4_ were also restored obviously, manifested in recovery of the mitochondrial morphology and cristae density, and the reduction of vacuolar degeneration (Fig. 7n).

**Fig. 7:**
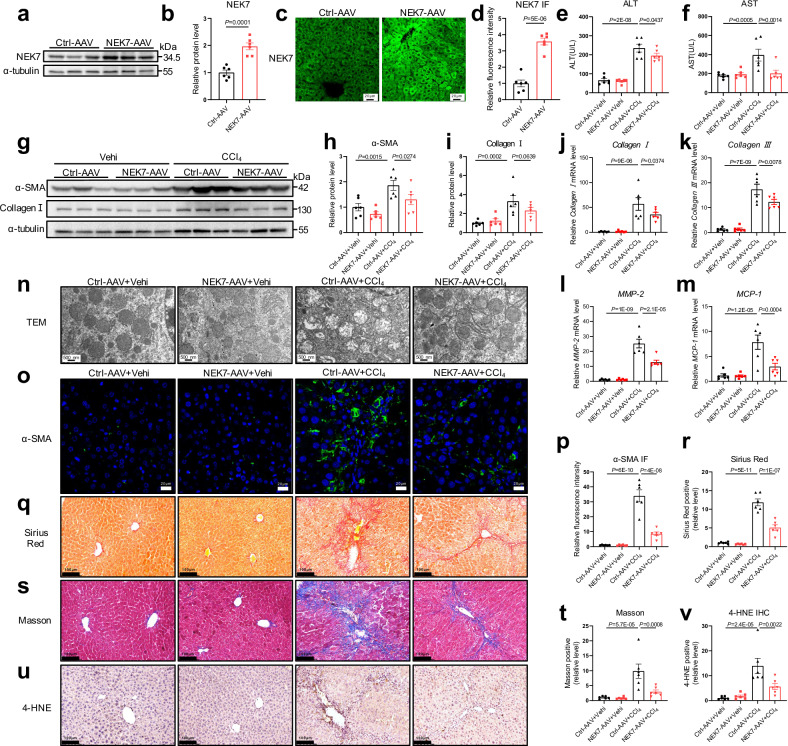
NEK7 overexpression specific in hepatocytes by AAV8-TBG-NEK7 alleviates CCl_4_-induced liver fibrosis. **a**, **b** Western blotting analysis showing NEK7 expression in the livers of the mice injected with NEK7-AAV (AAV8-TBG-NEK7-EGFP) or Ctrl-AAV (empty vector). The quantification is in (**b**). **c**, **d** Representative images and quantification of NEK7 IF staining (scale bar, 20 μm). **e**, **f** Levels of serum ALT and AST in the mice with diverse treatments (see “Methods”). **g** Western blotting analysis of fibrotic protein levels (including Collagen Ⅰ and α-SMA) in the livers of the mice. The quantifications are displayed in (**h**, **i**). **j–m** Relative mRNA levels of *Collagen Ⅰ, Collagen Ⅲ*, *MMP-2, and MCP-1* in the livers of the mice with diverse treatment (see “Methods”). **n** Representative TEM images depicting the ultrastructure of the mitochondria in hepatocytes from each group (scale bar, 500 nm), *n* = 4/group. **o**–**t** Representative images and quantification of α-SMA IF (scale bar, 20 μm), Sirius Red (scale bar, 100 μm), and Masson staining (scale bar, 100 μm). **u**, **v** Representative images and quantification of 4-HNE IHC staining (scale bar, 100 μm). Data are presented as mean ± SE. N value indicates independent replicates (from distinct samples). Significant differences are analyzed using unpaired two-tailed *t*-test (**b**, **d** *n* = 6/group), and a one-way ANOVA with Benjamini multiple comparisions (**e**, **f**, **h**–**m**, **p**, **r**, **t**, **v**, *n* = 6/group). N values in (**a–v**) indicate the numbers of mouse. Source data are provided as a Source Data file.

Furthermore, we constructed a non-alcoholic fatty liver disease (NAFLD) model in the WT mice by feeding them choline-deficient, L-amino acid-defined, high-fat diet (CDAHFD) for four weeks. The NEK7 plasmids were also injected through the tail vein every six days to up-regulate the levels of NEK7 in the liver (Fig. 8a), consistent with the above model. We observed a similar protective effect of NEK7 on CDAHFD-induced liver fibrosis, as evidenced by decreased levels of fibrosis-related genes and proteins (Fig. 8b-h), decreased fiber deposition (Fig. 8i-l), and mitigated pathological injury and oxidative damage (Fig. 8m-o), although hepatic lipid accumulation (TG, triglyceride) was not affected (Fig. 8p). Taken together, NEK7 overexpression alleviated liver fibrosis induced by CCl_4_ and CDAHFD, suggesting that NEK7 may be a promising therapeutic target for the treatment of chronic liver fibrosis.

**Fig. 8:**
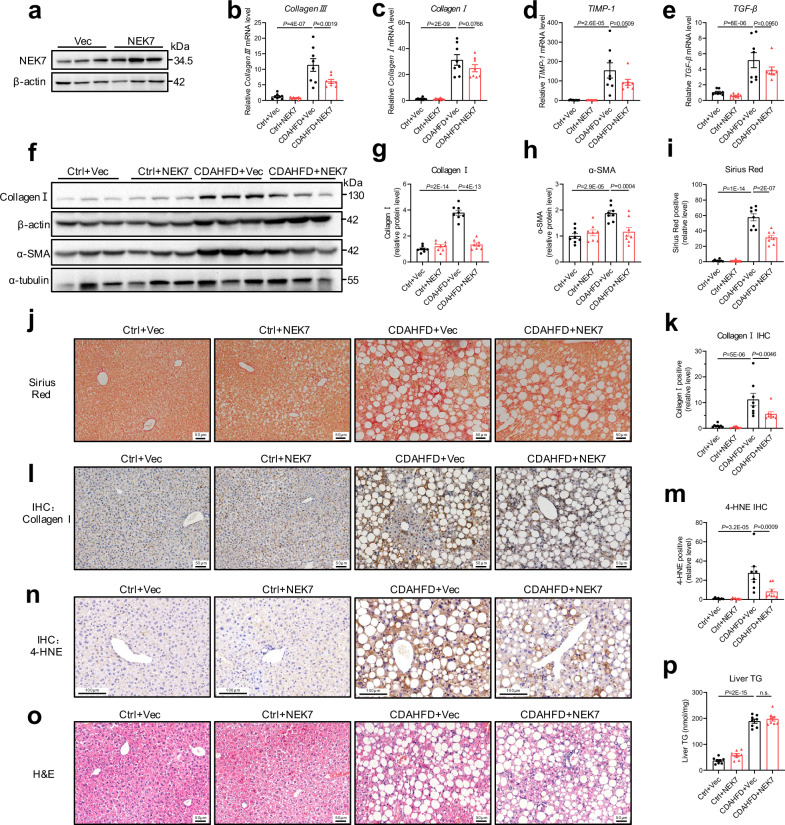
NEK7 overexpression alleviates CDAHFD-induced liver fibrosis. **a** Western blotting analysis showing NEK7 expression in the livers of the mice injected with vector (pcDNA3.1) and NEK7 (pcDNA3.1-mNEK7) plasmids, *n* = 3/group. **b**–**e** Relative mRNA levels of fibrotic genes (including *Collagen Ⅲ, Collagen Ⅰ, TIMP-1*, and *TGF-β*) in the mice with diverse treatments (see “Methods”); *n* = 8/group. **f** Western blotting analysis of fibrotic protein levels (including Collagen Ⅰ and α-SMA) in the livers of the mice. The quantifications are displayed in (**g**, **h**); *n* = 8/group. **i**–**l** Representative images and quantification of Sirius Red (scale bar, 50 μm) and Collagen Ⅰ IHC staining (scale bar, 50 μm); *n* = 8/group. **m**, **n** Representative images and quantification of 4-HNE staining (scale bar, 100 μm); Ctrl+Vec, *n* = 7; Ctrl+NEK7, *n* = 8; CDAHFD+Vec, *n* = 8; CDAHFD + NEK7, *n* = 8. **o** Representative images of H&E staining (scale bar, 50 μm); Ctrl+Vec, *n* = 7; Ctrl+NEK7, *n* = 8; CDAHFD+Vec, *n* = 8; CDAHFD + NEK7, *n* = 8. **p** Triglyceride (TG) level in the liver tissues; *n* = 8/group. Data are presented as mean ± SE. Significant differences are analyzed using a one-way ANOVA with Benjamini multiple comparisions (**b**–**e**, **g**–**i**, **k**, **p**). N values in (**a–p**) indicate the numbers of mouse. Source data are provided as a Source Data file.

### NEK7 is dispensable for the activation of NLRP3 inflammasome in hepatocytes

NEK7 is considered as an essential component for initiating the assembly and subsequent activation of NLRP3 inflammasome in myeloid derived macrophages^16,17,45^. Our previous work suggested that the activation of NLRP3 inflammasome in APAP-induced liver injury was independent of NEK7^18^. In the present study, in CDAHFD-induced NAFLD mouse model, we found that the activation of NLRP3 inflammasome was not affected by overexpression of NEK7 in the liver via hydrodynamic injection of NEK7 plasmids, as evidenced by no significant difference in the expression of NLRP3 and caspase 1, the caspase 1 activity as well as the levels of mature IL-1β in livers (Supplementary Fig. 11a–e). Furthermore, in the CCl₄-induced liver fibrosis model, overexpression of NEK7 specific in hepatocytes delivered by AAV8-TBG vector still did not affect the levels of NLRP3 inflammasome activation in the livers, consistent with the findings in the CDAHFD model (Supplementary Fig. 11f–j). These results indicate that, as in acute liver injury, the activation of NLRP3 inflammasome may also be independent of NEK7 in chronic liver injury.

Additionally, we further explored the level of NLRP3 inflammasome in *NEK7* knockout mice and their primary hepatocytes. In the *NEK7* knockout mice, although the expression of NLRP3 was slightly increased (Supplementary Fig. 11k–m), there was no significant increase or decrease in caspase 1 activity and IL-1β levels in the liver tissues (Supplementary Fig. 11n, o), similar to the results from the primary hepatocytes isolated from *NEK7* knockout mice (Supplementary Fig. 11p–s). Furthermore, to investigate whether NEK7 is indispensable for NLRP3 activation in hepatocytes, we treated the primary hepatocytes from the Het and WT mice with LPS and ATP (the classic stimuli for NLRP3 inflammasome activation) and found that the activation of NLRP3 inflammasome induced by LPS and ATP was not altered, as evidenced by no significant differences in the caspase 1 activity and mature IL-1β levels between groups (Supplementary Fig. 11t, u). Therefore, all these results confirm that NEK7 is dispensable for the NLRP3 inflammasome activation in hepatocytes in the present study.

## Discussion

Changes in the spatial conformation of the mitochondrial complex not only affect its activity but also the route or orientation of electron transfer, and finally determines the homeostasis of mitochondria and energy generation, which are involved in the development of various diseases^5,26,34^. There are still unknown molecules and mechanisms regulating the mitochondria that need to be explored. In the present study (Fig. 9), we revealed the localization and function of NEK7 in mitochondria for the first time; NEK7 enters the mitochondria, binds to SDHB, and promotes the spatial conformational stability of complex II, which is essential for maintaining the homeostasis of electron transport and energy generation in the mitochondria^25,26^.

**Fig. 9:**
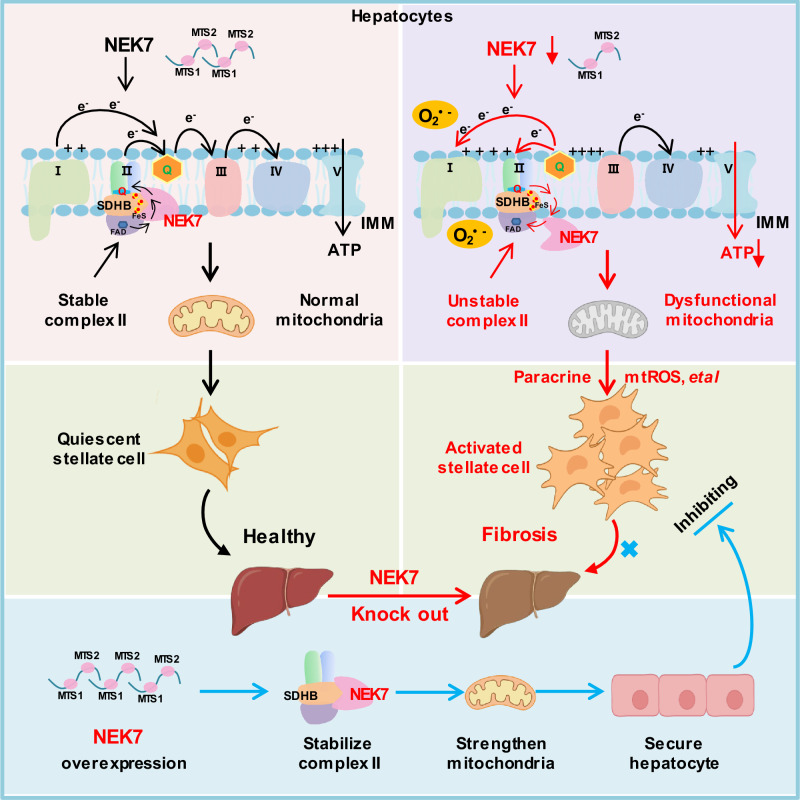
Schematic of the roles of NEK7 in orchestrating the homeostasis of respiratory chain electron transport and impeding liver fibrosis progression. Under normal conditions in hepatocytes, NEK7 protein, which is imported into mitochondria through its MTS, binds to SDHB, stabilizes the spatial conformation of mitochondrial complex II, and thus maintains the forward electron transfer in the mitochondrial respiratory chain. When NEK7 protein is reduced or absent in hepatocytes, SDHB cannot bind to NEK7, leading to changes in the spatial conformation of mitochondrial complex II, an increase in activity, and abnormal mitochondrial function, resulting in reverse electron transfer and large amounts of ROS generation, which then activate hepatic stellate cells through the paracrine effect, leading to liver fibrosis. Supplementation of exogenous NEK7 can stabilize mitochondrial complex II, strengthen mitochondrial function and significantly reduce liver fibrosis caused by various risk factors. *MTS* mitochondrial target signal; *e*^−^ electron; *O*_2_^.−^ superoxide anion; *ATP* Adenosine Triphosphate. Created in BioRender. Sun, z. (https://BioRender.com/l2fzi06).

Mitochondrial targeting signal peptide is an important tool for targeting proteins to the mitochondria^20^. Generally, these peptides are located at the N terminal, with some exceptions reported in recent years, which are probably located at the C terminal or in the middle of the proteins^46,47^. In this study, we observed the co-localization of NEK7 and various mitochondrial markers through confocal imaging at high resolution, and confirmed the presence of NEK7 protein in the mitochondria isolated from different hepatocyte cell lines. This prompted us to analyze the protein sequence of NEK7. We observed two probable MTS inside it. Subsequent work has shown that both MTS could significantly target EGFP to the mitochondria, while exogenous NEK7 with MTS deletion could not enter the mitochondria. Therefore, these results strongly confirm the localization of NEK7 in the mitochondria. A recent study reported a new mechanism of NLRP3 inflammasome activation; the outer mitochondrial membrane protein March5 (also located in the endoplasmic reticulum adjacent to the mitochondria) in immune cells binds to the NACHT domain of NLRP3 and mediates its ubiquitination, promoting the recruitment of NEK7 and other members^48^. However, the evidence was too weak to indicate the localization of NLRP3 in the mitochondria, and no data showed the presence of NEK7 in the mitochondria.

An earlier study showed that *NEK7* whole-body knockout mice died in the embryonic stage or exhibited postnatal growth retardation, probably due to abnormal mitosis caused by *NEK7* deletion^49^. However, no other study has explored the phenotype of *NEK7* knockout mice. In this study, we bred *NEK7* hepatocyte specific knockout mice and found that all surviving Hom mice developed liver fibrosis at five months. Furthermore, in diverse hepatocyte cell lines and primary hepatocytes, we found that mitochondrial oxidative respiration was significantly inhibited and mitochondrial ROS production was abnormal after inhibiting NEK7, which may be an important cause of liver injury in *NEK7* hepatocyte knockout mice. We speculate that NEK7 may also play a role in the mitochondria of cells in other organs, and that NEK7 deletion-induced mitochondrial damage may be the key mechanism for the lethal phenotype of whole-body knockout mice, which needs to be further explored.

Mitochondrial ROS are generated by either forward electron transfer or RET, and the level of ROS from the latter is much higher than that from the former, which has been implicated in the development of diverse diseases^9,11–13,34^. Reverse electron transfer is mainly caused by an abnormal structure or substrate of mitochondrial complex II or I, which leads to an increase in coenzyme Q reduction and mitochondrial membrane potential^11,32^. Here, we found that the downstream molecule of NEK7 that regulates mitochondrial function is the SDHB subunit of mitochondrial complex II. However, NEK7 does not alter both the level of SDHB protein and complex II, while NEK7 directly binding to SDHB promotes the conformational stability of mitochondrial complex II, in which the electron transport distance increases slightly. When NEK7 is depleted, the stability of complex II deteriorates, and its activity is abnormally increased, which leads to over-reduction of coenzyme Q and an increase in membrane potential, thereby promoting the reverse transfer of electrons to complex I. Increased ROS generation in this process may explain why NEK7 deficiency in hepatocytes aggravates CCl_4_-induced liver fibrosis. Additionally, abnormal complex II activity caused by CCl_4_ could be restored by NEK7 overexpression, and inhibition of RET significantly alleviated liver fibrosis aggravated by NEK7 depletion, further verifying the above mechanism. Furthermore, we found that, in the HepG2 cells with NEK7 deficiency, the levels of succinate and L-glutamine, which are also important factors promoting the RET of complex II^35,37^, were significantly increased. Although the specific mechanism is not clear, we speculate that NEK7 deficiency may also affect other metabolic pathways, or be secondary to mitochondrial dysfunction.

Fibrosis is a common pathological change that occurs during the progression of various chronic liver diseases, during which mitochondrial dysfunction and oxidative stress are important mechanisms. Therefore, targeting the mitochondria to treat chronic diseases is a promising therapeutic strategy in this field^50,51^. Mitochondrial RET has been shown to produce large amounts of ROS^9,12,13^, which may be an important mechanism involved in fibrosis. In this study (Fig. 9), we found that the loss of NEK7 in hepatocytes leads to RET, which not only triggers spontaneous liver fibrosis but also aggravates the progression of CCl_4_-induced hepatic fibrosis. Additionally, NEK7 was significantly reduced in hepatocyte and mitochondria from fibrotic livers. Furthermore, overexpression of exogenous NEK7 significantly improved chronic liver fibrosis and hepatic oxidative damage induced by both CCl_4_ and CDAHFD, suggesting that the up-regulation of NEK7 in liver tissues may be a protective therapy, as the basal level of NEK7 under physiological conditions is insufficient for consolidating mitochondrial respiration function in diseased cells under hypoxia. However, this requires further exploration. In addition, we found that overexpression or inhibition of NEK7 did not affect the activation of NLRP3 inflammasome, as our previous findings in acute liver injury^18^. This further confirms that NEK7 is not indispensable for the activation of NLRP3 inflammasome under certain conditions, which have also been confirmed by more studies^52–54^. Therefore, this precisely prompts us to reveal the unexpected potential role of NEK7 in regulating mitochondrial function through complex II.

In conclusion, we found that NEK7 can enter the mitochondria via its MTS, to bind to SDHB, thereby promoting the spatial stability of complex II, and is essential for maintaining the homeostasis of mitochondrial electron transport and oxidative respiration. The important role of NEK7 in the mitochondria suggests that it may be a promising target in various mitochondrial oxidative stress-related diseases.

## Methods

### Mouse strains and model establishment

NEK7^fl/fl^ (B6/JNju-Nek7em1Cflox/Nju, T004197), C57BL/6 J, and BALB/c mice were purchased from the Model Animal Research Center of Nanjing university (also known as GemPharmatech, Nanjing, China). The Alb-Cre mice (B6.Cg-Speer6-ps1^Tg(Alb-cre)21Mgn/J^, 003574), originally derived from the Jackson Laboratory, were purchased from the Shanghai Model Organisms Center (Shanghai, China). Hepatocyte-specific *NEK7* knockout mice (*NEK7* cKO) were generated by crossing NEK7^fl/fl^ mice with Alb-Cre mice. Reagents and primers used for genotyping were obtained according to the manufacturer’s instructions.

All mice were maintained in a controlled specific pathogen-free environment with a 12 h light/12 h dark cycle (ambient temperature at 22 − 25 °C and humidity between 40 and 60%). Food and water were provided ad libitum. All the mice were euthanized at the end of the experiments under isoflurane anesthesia for subsequent analysis. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC- 2209063) of Nanjing Medical University.

### Human liver tissues and sections

All the human liver tissues and sections used in this study were obtained from the normal liver tissues adjacent to the hepatoblastoma of patients (1#−8#) in the Children’s Hospital of Nanjing Medical University, China. The clinical information including sex, age and diagnosis was included in Supplementary information Table 1. We performed co-localization staining of NEK7 and mitochondria (labeled by COXIV) on the human liver tissue sections (patients 1#−5#), and detected the level of NEK7 in the extracted mitochondrial and cytoplasmic fractions from the human liver tissues (patients 6#−8#). The study protocol with the liver samples in this study was approved by the Committee on Clinical Research Ethics of Children’s Hospital of Nanjing Medical University and informed consent was obtained from all participants (or their parents/guardians).

### Fibrosis models and treatment

To create liver fibrosis model, 8–12 weeks-old male BALB/c mice (randomly allocated) were either intraperitoneally (i.p.) injected with 15% CCl_4_ (CCl_4_/olive oil; from MACKLIN, China) twice a week for 6–7 weeks or fed with CDAHFD diet (45% fat with 1% cholesterol, choline-deficient; TP3622657, from Trophic Animal Feed High-Tech, China) for four weeks. The control mice were administered the corresponding vehicle in a similar manner. Blood and liver tissue samples were collected at the end of the experiment.

### Cell culture

The HepG2 cells (SUNNCELL, SNL-083, from ATCC) were cultured in Dulbecco’s modified eagle medium (DMEM, Gibco) supplemented with 10% fetal bovine serum (PAN-biotech, Germany). HepaRG (Shanghai Hong Shun Biological Technology, C0986, from Millipore) and LX-2 (Procell, CL-0560) cells were maintained in RPMI 1640 medium (Gibco) supplemented with 10% fetal bovine serum (Gibco). Aml-12 cells (SUNNCELL, SNL-242, from ATCC) were cultured in DMEM-F12 medium (Gibco) supplemented with 10% fetal bovine serum (PAN-biotech). Subcultures were performed using 0.25% trypsin–EDTA (Gibco). All the cells were maintained in the cell incubator with constant temperature (37°C) and carbon dioxide (5%).

The primary hepatocytes used in this study were isolated from hepatocyte *NEK7* knockdown mice (the Het mice, male, 7-8 weeks) and the WT mice (male, 7–8 weeks) using a modified two-stage perfusion method. First, the mice were perfused through the inferior vena cava with 40 mL of P1 (Krebs Ringer buffer with 80 μL EGTA) for 6–7 min with the portal vein cut-off. Next, the mice were perfused with 40 mL of P2 (Krebs ringer buffer supplemented with 55 μL CaCl_2_ and 8-10 mg collagenase IV, C8160, from Solarbio, China) for 6–7 min. Isolated livers were washed with PBS, digested, and dispersed in P2 buffer. The cell suspension was filtered with a 70 μM nylon mesh (biosharp, China), and re-suspended in percoll (Solarbio) for further purification by gradient centrifugation. The isolated hepatocytes were then stained with trypan blue to detect cell viability, and cultured in DMEM (Gibco) supplemented with 10% FBS. Detection was completed within 48 h of primary hepatocyte isolation.

### siRNA and plasmid transfection

siRNA transfection was performed with a mixture of 4–5 μL siRNA (20 μM, si-*NEK7* or si-*SDHB*, the target sequences in Supplementary Table 2) or negative control (RIBO-biotic, Shanghai) and 4–5 μL Lipofectamine 2000 reagent (11668019, Thermo Fisher Scientific), according to the manufacturer’s methods. Plasmids (1–2 μg) were transfected into the cells by a ratio of 1:2 to Lipofectamine 2000. Plasmids used in this study, including pcDNA3.1-hNEK7, pcDNA3.1-mNEK7, pcDNA3.1-hSDHB, pcDNA3.1-hNEK7^△MTS^, pcDNA3.1-hNEK7^WT^-3xFlag, pcDNA3.1-hNEK7^61–96^-EGFP, pcDNA3.1-hNEK7^121-163^-EGFP, pcDNA3.1-EGFP and pcDNA3.1, were synthetized in YouBio (Changsha, China). Protein levels were verified at 36-48 h after transfection.

### AAV8-TBG-cre-EGFP

AAV8-TBG-cre-EGFP (Adeno-Associated Viruses, Hanbio Biotechnology) was used to delete the hepatocyte NEK7. Specifically, 10-week-old male NEK7^fl/fl^ mice (randomly allocated) were injected with 100 μL of AAV8-TBG-cre-EGFP (1 × 10^12^) or the control virus (1 × 10^12^) through tail vein. Four weeks later, the liver tissues were collected and embedded into OCT for frozen sectioning or prepared for western blotting.

### AAV8-TBG-NEK7-EGFP

AAV8-TBG-NEK7-EGFP (Adeno-Associated Viruses, Hanbio Biotechnology) was used to specifically overexpress NEK7 in hepatocytes. BALB/c mice (7–8 weeks old, male, randomly allocated) were injected with 100 μL of AAV8-TBG-NEK7-EGFP (1 × 10^12^) or the control virus (1 × 10^12^) through tail vein. Four weeks later, these mice were randomly grouped and then intraperitoneally (i.p.) injected with 15% CCl_4_ (CCl_4_/olive oil; from MACKLIN, China) or the vehicle twice a week for 6–7 weeks to construct liver fibrosis model. Blood and liver tissue samples were collected at the end of the experiment.

### Hydrodynamic tail vein injection

Eight-week-old male BALB/c mice were used for hydrodynamic tail vein injections. The mice (randomly allocated) were administered 70 μg of pcDNA3.1-NEK7 plasmids (mouse, from Biogot, China) or empty plasmids (pcDNA3.1) every six days, which were diluted in 2 mL of saline and delivered as described in previous study^43,44^. The tail vein injection was performed as follows: Firstly, place the mouse on the tail vein injection device and expose its tail. Next, dilate the tail vein by wiping with alcohol, insert the syringe needle at an angle into the tail vein, and then inject the plasmids at a steady speed within 10 seconds.

### Flow cytometry

Mitochondrial ROS were detected using MitoSox Red (M36008, Thermo Fisher Scientific). The cells seeded in 12-well plates were incubated with MitoSox Red (1:1000 diluted in blank medium) for 15 min at 37 °C. MitoSox Red can penetrate the mitochondria and is specifically oxidized by superoxide. The cells were then washed with PBS and harvested for analysis using flow cytometry. CytExpert software (2.3.1.22) was used for post-acquisition analysis. For each sample, 10000 cells were recorded. FSC-A/SSC-A gating was used to determine the main cell population. FSC-A/FSC-H gating was used to exclude the doublets. Finally, the corresponding fluorescent signals (PE or FITC-Count) were analyzed.

The mitochondrial membrane potential was measured using TMRE assays (C2001S, Beyotime Biotechnology, Shanghai). At the indicated time point of the experiment, the cells were incubated with TMRE fluorescent probe (1:1000 diluted in blank medium) for 20 min at 37 °C, which can accumulate in the healthy mitochondria. The cells were then washed with PBS and harvested for analysis using flow cytometry. CytExpert software (2.3.1.22) was used for post-acquisition analysis. For each sample, 10000 cells were recorded. FSC-A/SSC-A gating was used to determine the main cell population. FSC-A/FSC-H gating was used to exclude the doublets. Finally, the corresponding fluorescent signals (PE or FITC-Count) were analyzed. Gating strategies are provided in Supplementary Fig. 12.

### Immunostaining

Liver tissues were immediately fixed with 4% paraformaldehyde after isolating from the mice, dehydrated, and embedded in paraffin. Paraffin-embedded slides were sequentially subjected to antigen retrieval and endogenous catalase blockade. After blocking, the slides were incubated with the primary antibody overnight, followed by incubation with the secondary antibody. Finally, the nuclei were stained with DAPI or hematoxylin. At the indicated time points, growing cells were fixed with paraformaldehyde and permeabilized with 0.2% Tritonx-100, followed by routine blocking, incubation with primary and secondary antibodies, and DAPI staining of the nucleus. Finally, the tissue sections or cells were observed under a fluorescence microscope (Olympus BX51) or laser confocal microscope (Zeiss 710).

For co-localization staining, we used MitoTracker Red CMXRos (MB6046, Meilunbio, Dalian), COXIV (66110-1-Ig, Proteintech) and TOM20 (A16896, ABclonal) antibodies as mitochondrial markers. The primary antibodies used here were from different species and were incubated simultaneously, according to the above immunostaining methods. High-resolution images were acquired using several laser confocal microscopes, including STELLARIS5 with LIGHTNING (Leica), csim110 (sunny, China), lsm900 with airyscan (Zeiss), and lsm710 (Zeiss).

The primary antibodies used here include rabbit anti-NEK7 (bs-7758R, BEIJING BIOSYNTHESIS), rabbit monoclonal anti-NEK7(ab133514, abcam), recombinant monoclonal mouse anti-SDHB(67600-1-Ig, Proteintech), rabbit monoclonal anti-a-SMA(ET1607-53, HUABIO), rabbit anti-Collagen I(bs-10423R, BEIJING BIOSYNTHESIS), rabbit anti-CD45 antibody (bs-4819R, BEIJING BIOSYNTHESIS), rabbit anti-EGFP(bs-2194R, BEIJING BIOSYNTHESIS) and 4-Hydroxynonenal Antibody(4-HNE, MAB3249, R&D). The secondary antibodies used were Alexa Fluor 647-labeled goat anti-mouse IgG (Beyotime, A0473) and Alexa Fluor 488-labeled goat anti-rabbit IgG (Beyotime, A0423). A universal two-step detection kit (PV-9000, mouse/rabbit enhanced polymer detection system; ZSGB-BIO) was used for immunohistochemical staining.

### Tissue fibrosis staining

To assess fiber deposition in the mouse liver, we performed Sirius red and Masson staining. Paraffin-embedded tissue sections were dewaxed and washed with ultrapure water. For the Sirius red staining, we stained the sections with Sirius Red dye (RS1220, G-CLONE, China) for 8–30 min. An identical staining time was used in each model. Masson staining was performed using a Masson staining kit (G1006, servicebio, China) referring to the manufacturer’s instructions. Briefly, sections were sequentially stained with hematoxylin, Ponceau magenta, and 2.5% aniline blue dye. Images were acquired using an Olympus microscope or scanned with a digital pathology scanner (KFBIO).

### Co-immunoprecipitation (CO-IP)

The isolated mitochondrial proteins were used for co-immunoprecipitation assay, the concentration of which was at least 1 μg/μL. First, 200 μL protein lysis was incubated with NEK7 antibody (20 μg/μL, Abcam) or IgG antibody (30000-0-AP, Proteintech) for 2–4 h at room temperature. The antigen-antibody mixture was then incubated with agarose magnetic beads (B23202, Selleck) at 4 °C overnight. Next, the system was washed with a washing buffer and separated using a magnetic frame. Finally, protein loading buffer was added for denaturation at 95 °C, which were detected and analyzed by western blotting or mass spectrometry.

### Transmission electron microscopy (TEM)

Transmission electron microscopy was used to observe the ultrastructure of HepG2 cells and liver tissue. The cells (1 × 10^7^) or liver tissue (2–3 mm^3^) were fixed with 2.5% glutaraldehyde, embedded, cut into ultrathin sections (50–70 nm), and counterstained with uranyl acetate and lead citrate. Finally, the sections were scanned under a transmission electron microscope (JEM-1400). RADIUS ALL 2.2 software was used for imaging and analysis.

### Subcellular fractionation

We isolated the subcellular fractions of HepG2 cells, AML−12 cells and human liver tissues to investigate the distribution of NEK7 proteins. At least 2 × 10^7^ cells or 50 mg liver tissues were collected from each group and centrifuged. All the following steps were performed on ice, according to the instructions of the Mitochondria Isolation Kit (MCE, HY-K1060 and HY-K1061). A total of 2 mL isolation reagent (supplemented with PMSF) was added to the cell pellet or the tissues, homogenized 30 times using an ice bath homogenizer, and then centrifuged at 1000 × *g* for 10 min. The precipitation was mainly the nucleus. After centrifuging the supernatant (3500 × *g* for 10 min), we obtained mitochondrial (precipitation) and cytosolic (supernatant) proteins. The protein concentration of each fraction was determined for western blotting.

### Blue native page (BN Page)

BN Page was performed to determine the assembly or integrity of complex II. Briefly, 60 μg of isolated mitochondria lysates were loaded on the 4–13% native page gels. Cathode buffer I (with 0.02% Coomassie Blue G-250, filled in the inner tank) and anode buffer (filled in the outer tank) was used for the electrophoresis at an initial voltage of 100 V. After 10–15 min, the cathode buffer I in the inner tank was replaced with the cathode buffer II (with 0.002% Coomassie Blue G-250). During the subsequent electrophoresis process, the voltage was gradually increased with the current below 50 mA until optimal separation. The gels were incubated in BN page transfer buffer (contain 0.1% SDS, BC600P, from Real-Times Biotechnology) for 5–10 min after electrophoresis, then the proteins in the gels were transferred to the PVDF membranes at 200 mA for 2 h. The entire process of electrophoresis and transfer were carried out in ice bath. Next, the membranes were incubated in Coomassie Blue dye for visualization and then washed, followed by blocking (5% defatted milk powder, 1 h), primary antibody incubation (anti-SDHB or anti-COX1, 4 °C, overnight), secondary antibody incubation (1 h), and image acquisition.

### Tempo, dimethyl malonate, metformin, and rotenone treatment

In vivo, we constructed a fibrosis model in hepatocyte *NEK7* knockdown mice (the Het mice) by CCl_4_ injection (15%, i.p.). Two groups of mice were treated with dimethyl malonate (DMM, 200 mg /kg; HY-Y1787, MCE) or metformin (Met, 300 mg/kg; HY-17471A, MERCK) by gavage 2–3 h after every CCl_4_-treatment. On the third day after the last injection of CCl_4_, the mice were treated with DMM or Met. Three hours later, all the mice were anesthetized for sampling.

In vitro, we first inhibited the expression of NEK7 by si-*NEK7* transfection in the HepG2 cells. At 48 h, the HepG2 cells with NEK7 depletion were treated with 500 μM tempo (HY-W001187, MCE), 10 μM dimethyl malonate (DMM, HY-Y1787, MCE), 100 CM metformin hydrochloride (HY-17471A, MERCK), and 50 nM rotenone (HY-B1756, MCE), respectively. Twenty-four hours later, we transferred the medium from the HepG2 cells to the corresponding wells containing LX-2 cells. The LX-2 cells were cultured in conditioned medium for 72 h. Finally, both the HepG2 cells and LX-2 cells were collected for analysis.

### RNA-seq and mass spectrometry

For RNA-seq, 100 mg fresh liver tissue from each mouse (three WT and three NEK7 Hom mice) was snap-frozen in liquid nitrogen. All the samples were analyzed using DNBSEQ by BGI Genomics (China). The following KEGG analysis (Phyper in R software) and GO-C analysis (TermFinder package) were all performed on the Dr.TOM platform (BGI Genomics, China). We analyzed all the down-regulated genes (log_2_FC < 0, Q value < 0.05) in the livers of the Hom mice (compared to the WT mice) using KEGG pathway enrichment analysis, and then all the genes enriched in the top-ranked OXPHOS pathway were further undergone GO-C analysis.

For mass spectrometry, we first performed CO-IP with the NEK7 antibody (Abcam) and obtained CO-IP lysates in loading buffer, referred to the methods mentioned above. The following gel electrophoresis, proteolysis, HPLC and mass spectrometry detection were all performed by BGI Genomics (China). Briefly, after conventional gel electrophoresis, processed gel particles underwent proteolysis by trypsin (0.01 μg/μL) at 37 °C overnight. Next, peptide segments were obtained by gradient dissolution (dissolved in 50% and 100% ACN sequentially, centrifuge 5000 g for 1 minute, respectively). Finally, the resulting supernatant was centrifuged at 25,000 g for 5 minutes, and the supernatant was taken for freeze-drying. Next, the dried peptide samples were reconstituted with mobile phase A (2% ACN, 0.1% FA), centrifuged at 20,000 g for 10 minutes, and then the supernatant was injected for peptide separation using Thermo UltiMate 3000 UHPLC with a self-packed C18 column, at a flow rate of 300 nL/min by the following effective gradient: 0 ~ 5 min, 5% mobile phase B (98% ACN, 0.1% FA); 5 ~ 45 min, mobile phase B linearly increased from 5% to 25%; 45 ~ 50 min, mobile phase B increased from 25% to 35%; 50 ~ 52 min, mobile phase B rose from 35% to 80%; 52 ~ 54 min, 80% mobile phase B; 54 ~ 60 min, 5% mobile phase B. Next, the separated peptides were detected by a tandem mass spectrometer Q-Exactive HF X (Thermo Fisher Scientific, San Jose, CA). The main parameters were set: ion source voltage was set to 1.9 kV; MS1 scanning range was 350 ~ 1500 m/z, resolution was set to 60,000; MS2 starting m/z was fixed at 100, resolution was 15,000. The iBAQ value of each protein was obtained using BGI’s own software and the iBAQ algorithm. A total of 7980 peptides (1498 proteins) were identified. All the identified proteins were functionally annotated and analyzed using the Gene Ontology (GO) and Eukaryotic Orthologous Groups (KOGs) databases, and were involved in different functional categories, such as metabolism, cellular processes and signaling, information storage and processing, and other poorly characterized proteins. There are 68 proteins (refer to the Supplementary Data 1) pulldown by the NEK7 antibody that were enriched in the metabolism module, among which, three proteins (SDHB, TDIF2, and VATC1) were related to the OXPHOS pathway, whereas only SDHB is a known mitochondrial protein.

### Metabolite analysis

To detect the level of succinate, the HepG2 cells seeded in six-well plates were first transfected with si-*NEK7* (n = 3) or NC (*n* = 3) for 48 h. The cells were lysed and the supernatant is collected by extraction and centrifugation. Next, the cell lysates were immediately used for Elisa essay (YJ981747, Enzyme-linked Biotechnology, Shanghai), according to the manufacture’s manual.

To detect the level of glutamine, the HepG2 cells seeded in 10-cm dish were first transfected with si-*NEK7* (*n* = 5) or NC (*n* = 5) for 48 h. The cells were harvested by trypsin digestion (2 min) and then centrifugated at 1500 g for 5 min. The following sample processing, LC-MS/MS analysis, chromatographic separation, and mass spectrometry data acquisition were all performed by BGI Genomics (China). Briefly, the precipitated cells were added 10 μL of internal standard and 800 μL of extraction reagent (methanol: acetonitrile: water, 2:2:1,) followed by grinding for 5 min. After precipitation for 2 h at −20 °C, the samples were centrifugated (25000 g,15 min) and followed by freeze-drying. Next, 120 μL of 50% methanol were added to dissolve the dried sample. After centrifugation (25000 g,15 min), 10 μL of the supernatant were used for the following LC-MS/MS analysis (Waters 2777c UPLC in series with Q exactive HF high-resolution mass spectrometer; USA). Chromatographic separation was performed on a Waters BEH C18 column (Waters, USA), and the column temperature was maintained at 45 °C. Primary and secondary mass spectrometry data acquisition were performed using Q Exactive HF (Thermo Fisher Scientific, USA).

### Seahorse

In this study, we performed seahorse assays on HepG2 cells, HepaRG cells, and primary hepatocytes (isolated from *NEK7* cKO mice). A total of 6000 cells were seeded in each well of the seahorse 96 well plates. The HepG2 and HepaRG cells were prepared for detection 48 h after the siRNA transfection. Primary hepatocytes were prepared for analysis within 48 h of isolation. The Mito stress test kit (Seahorse XF, Agilent Technologies) was used to evaluate mitochondrial respiration using a Seahorse XF96 Analyzer. Agents used for mitochondrial OCR detection include oligo (1 μM), FCCP (2–3 μM), antimycin A (0.5 μM), and rotenone (0.5 μM). Data were acquired using an Agilent Seahorse Wave Pro 10.1.0 software.

### Mitochondrial complex activity

The activities of mitochondrial complex I, II, and V in the HepG2 cells and primary hepatocytes were determined according to the manufacturer’s instructions (KTB1850/KTB1860/KTB1890; Abbkine). Briefly, a total of 1×10^7^ cells were collected and used for mitochondrial isolation. After precipitation and pretreatment, the mitochondria were added to the respective substrates for complex I, II, and V. Finally, the activity of each complex was reflected by the change in the substrates and metabolites, and detected using a microplate reader (Thermo Multiskan FC).

### Molecular docking and simulation of molecular dynamics

For molecular docking, both the structure of the NEK7 protein (PDB: 6S76) and SDH complex (PDB: 8GS8) were pretreated using Discovery Studio, and then virtual protein-protein docking was performed using ZDOCK module. Poses with ZDOCK scores of > 15 were re-screened using RDOCK for precise docking analysis. PyMOL was used to visualize the three-dimensional binding sites.

For simulation of molecular dynamics (performed by Chengdu Mo-yan-suan Ltd., China), the simulation was conducted in multiple stages to ensure proper equilibration of the system. Initially, energy minimization was performed for 5000 steps using the steepest descent algorithm to eliminate any steric clashes between atoms. Subsequently, the system underwent a 100 ps NVT (isothermal-isochoric) equilibration at a constant temperature of 310.5 K. During this stage, the protein backbone atoms were restrained using a harmonic potential of 2.0 kcal/(mol·Å²) to facilitate the thorough relaxation of water molecules and ions, followed by a 1 ns NPT (isothermal-isobaric) equilibration at 310.5 K and 1 bar, during which the restraint force constant was progressively reduced to zero, enabling the system to attain a stable density. During both the equilibration and production phases, the temperature was maintained at 310.5 K using the V-rescale thermostat with a coupling constant of 0.2 ps. The pressure was regulated at 1 bar using the Parrinello-Rahman barostat with a coupling time of 0.2 ps. Long-range electrostatic interactions were computed using the Particle Mesh Ewald (PME) method, while a cutoff of 8.0 Å was applied for short-range non-bonded interactions. All covalent bonds involving hydrogen atoms were constrained using the SHAKE algorithm. The final production simulation was executed for 100 ns with a time step of 2 fs. The root mean square deviation (RMSD) and radius of gyration (rg) of the complex are analyzed for evaluating the equilibrium state, refer to Fig. 3m and Supplementary Data 3–5. The accuracy of the chosen models is sufficient to address the question under investigation, including all-atom model, explicit solvation model (SPC/E) and fixed-charge force field type (AMBER99SB-ILDN force field), also included in Table 1 in Supplementary Data 4. The major system setup, software used for simulation and analysis, and other parameters are included in Table 1 in Supplementary Data 4. The trajectory file of the molecular dynamic simulation has been provided as Supplementary Data 6. The distance of electron transport within the SDH complex (Fig. 3i) was measured after molecular dynamics simulations.

### Molecular interaction between NEK7 and SDHB

The human NEK7 (HY-P75935, MCE) and SDHB (Ag29868, Proteintech) proteins used in this study were commercially sourced recombinant proteins, and the purities of them were 94% and 80%, respectively. To elucidate the molecular interaction between NEK7 and SDHB, we performed Microscale thermophoresis (MST) on Monolith NT.115 (NanoTemper) and surface plasmon resonance (SPR) on Biacore T200 (GE Healthcare).

For MST analysis, one hundred-microgram of NEK7 (25 nM) and two hundred-microgram of SDHB (the highest concentration, 16.5 μM) protein were used. NEK7 proteins were labeled with the RED-NHS dye for capturing the variations in thermophoresis mobility. Finally, the dissociation constant (Kd) was obtained by a dose-response curve based on the concentration and normalized fluorescence intensity using MO.Affinity Analysis v2.3, offering a precise quantification of the proteins’ interaction.

For SPR analysis, fifty-microgram of NEK7 or NEK7-mut and one hundred and eighty-microgram of SDHB protein were used. NEK7 or NEK7-mut proteins were flowed through the chip and were immobilized on it by amine coupling. Biacore T200 Control software was used to collect the data when different concentrations of the SDHB proteins were added to the reaction wells. The data was finally fit to a 1:1 Langmuir binding model to obtain the association and dissociation constants. The data from SPR analysis were provided in Supplementary Data 2.

### Icons or contents created in BioRender

The following icons or contents were created in BioRender. Sun, Z. (https://BioRender.com/l2fzi06); in Fig. 3a, mitochondrial membrane, proteins SDHA, SDHB, SDHC, SDHD, NEK7; in Fig. 4a, the mouse; in Fig. 4s, mitochondria, stellate cells; in Fig. 9, mitochondrial membrane, mitochondria, stellate cells, livers, hepatocytes. The use for publication has been granted by BioRender with a Publication License.

### Quantification and statistical analysis

All the data were presented as mean ± SEM and were analyzed using GraphPad Prism 10.0 software. Unpaired two-tailed Student’s *t*-test was used to determine the statistical significance between two groups, and one-way ANOVA with Benjamini multiple comparison test was conducted to determine the statistical significance between every two groups in the experiments with more than three groups. Statistical significance was set at *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1-6

Reporting Summary

## Source data

Peer Review file

Source Data

## Data Availability

The raw RNA sequencing data generated in this study have been deposited at the NCBI GEO dataset under accession number GSE272141. The mass spectrometry data generated in this study have been deposited at ProteomeXchange Repository under accession number PXD068758. The full list of NEK7 interacting proteins (including the total 68 of NEK7-IP related proteins in energy production and conversion of the metabolism module) from the mass spectrometry analysis were provided in Supplementary Data 1. All other data are included in the Supplementary files and Source data are provided with this paper.

# Supplementary material for: NEK7 couples SDHB to orchestrate respiratory chain electron transport homeostasis that impedes liver fibrosis
**Source:** Nat Commun. 2025 Nov 28;16:10751. doi: 10.1038/s41467-025-65790-0
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **NEK7 couples SDHB to orchestrate respiratory chain electron transport homeostasis that impedes liver fibrosis**

Zhenzhen Sun<sup>1,2,3,4,7</sup>; Le Sun<sup>1,3,4,7</sup>; Hu Hua<sup>1,3,4</sup>; Ying Ren<sup>1,3,4</sup>; Wenping Zhu<sup>1,3,4</sup>; Xu Wang<sup>2</sup>; Wei Gu<sup>2</sup>; Songming Huang<sup>1,3,4</sup>; Dandan Zhong<sup>1,5</sup>; Ying Sun<sup>1,5\*</sup>; Yue Zhang<sup>1,3,4,6\*</sup>; Aihua Zhang<sup>1,3,4\*</sup>; Zhanjun Jia<sup>1,2,3,4,5\*</sup>

7 These authors contributed equally to this work.

Ying Sun, Jiangsu Key Laboratory of New Drug Research and Clinical Pharmacy, Xuzhou Medical University, Xuzhou, Jiangsu 221004, P.R. China.

## content

**Supplementary Figures (Fig.1-12)** ----- 3 - 16

**Supplementary Tables (1-3)** -----16 - 17

## Supplementary Figures

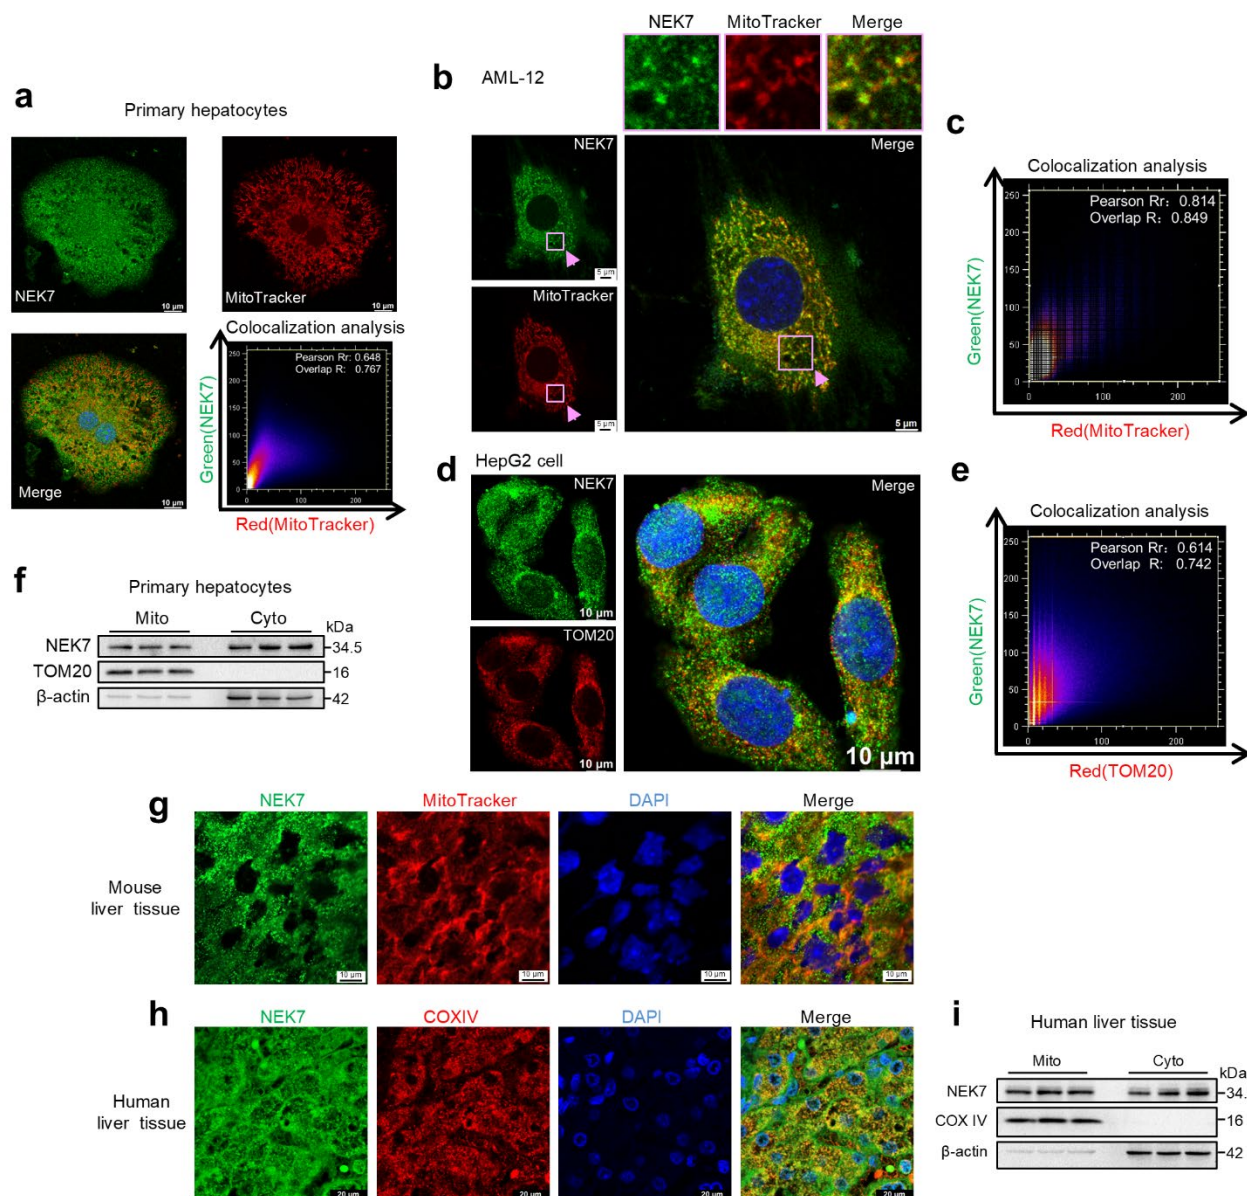

### Supplementary Fig.1 Co-localization analysis of NEK7 and mitochondria

**a**, Representative images acquired by laser confocal microscopy depicting NEK7 distribution (Green) in the mitochondria (Red, MitoTracker) of mouse primary hepatocytes. Scale bar, 10  $\mu$ m. Pearson's Rr and Overlap R analyzed by the ImageJ plugin are 0.648 and 0.767, indicating a high co-localization of NEK7 with mitochondria. N=3/group. **b,c**, Representative images showing localization of NEK7 (Green) in mitochondria (Red, MitoTracker) of AML-12 cells. Scale bar, 5  $\mu$ m. Pearson's Rr and Overlap R (**c**) analyzed by the ImageJ plugin are 0.814 and 0.849, indicating a high co-localization of NEK7 with mitochondria. N=3/group. **d,e**, Representative images showing localization of NEK7 (Green) in mitochondria (Green) in the mitochondria (Red, TOM20) of HepG2 cells. Scale bar, 10  $\mu$ m. Pearson's Rr and Overlap R (**e**) analyzed by the ImageJ plugin are 0.614

and 0.742, indicating a high co-localization of NEK7 with mitochondria. N=3/group. **f**, Western blotting analysis showing the NEK7 protein levels in mitochondria and cytoplasm isolated from mouse primary hepatocytes. Mito, mitochondria; Cyto, cytoplasm. **g**, Representative images of the co-localization staining of NEK7 (Green) and mitochondria (MitoTracker, Red) in the liver tissues of the wild-type mice. Scale bar, 10  $\mu$ m. N=3/group. **h**, Representative images of the co-localization staining of NEK7 (Green) and mitochondria (COXIV, Red) in human liver tissues. Scale bar, 20  $\mu$ m. N=5 (patient 1#-5#, shown in Supplementary information Table 1). **i**, Western blotting analysis showing the NEK7 protein levels in mitochondria and cytoplasm isolated from human liver tissues (N=3, patient 6#-8#, shown in Supplementary information Table 1). N values in **a-f** indicate biological independent replicates and N values in **g-i** indicate the numbers of mouse and human study participants. Source data are provided as a Source Data file.

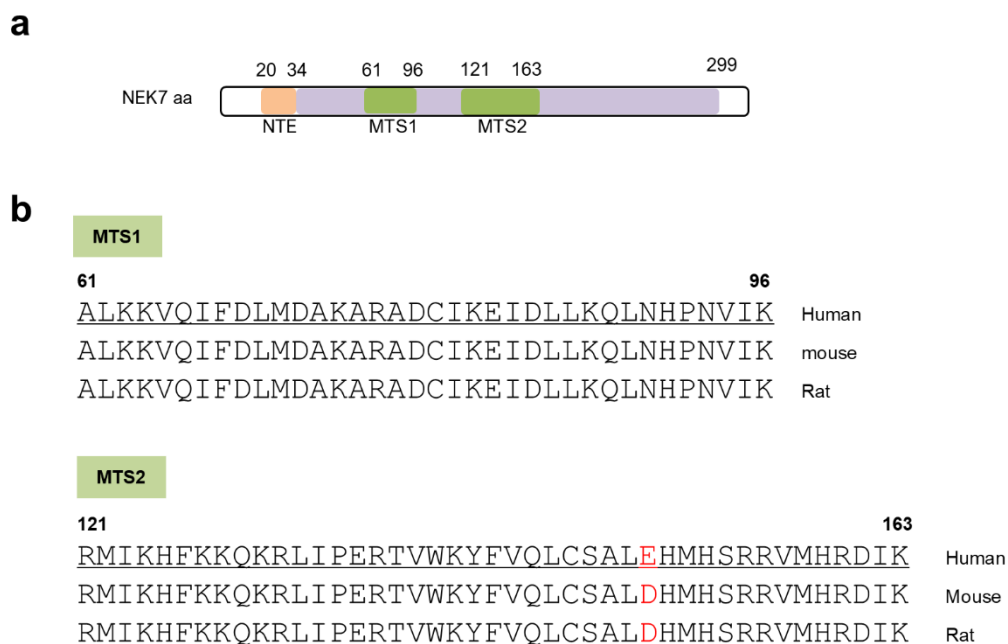

## Supplementary Fig.2 Distribution and sequence conservation of the two predicted MTS peptides in NEK7 aa

**a**, Distribution of the two predicted MTS peptides (61-96 and 121-163) in mouse NEK7 aa. **b**, Sequences of the two MTS were highly conserved in Human, Mouse, and Rat.

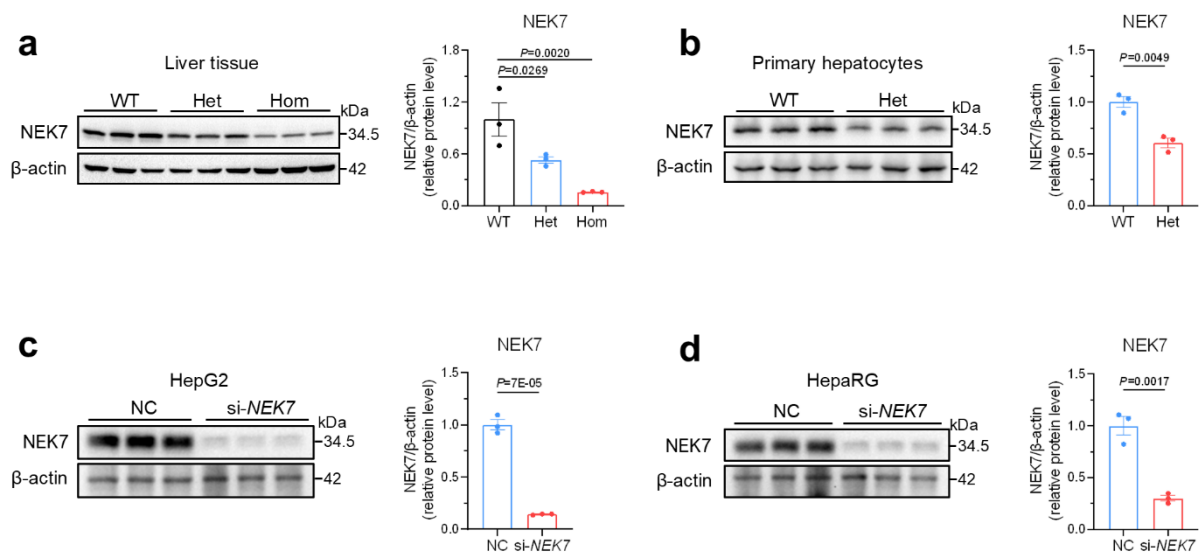

### Supplementary Fig.3 Validation of NEK7 protein expression in the HepG2 cells, HepaRG cells, the liver tissues and primary hepatocytes from *NEK7* knockout mice

**a,b**, Western blotting analysis showing NEK7 expression in the liver tissues (from the WT, Het, and Hom mice) and primary hepatocytes (isolated from the livers of the WT and Het mice). N=3/group. **c,d**, Western blotting analysis of the level of NEK7 protein in the HepG2 (**c**) and HepaRG cells (**d**) transfected with NC or si-*NEK7* for 48 h. N=3/group. Data are presented as mean  $\pm$  SE. Significant differences are analyzed using unpaired two-tailed *t*-test (**b,c,d**), and a one-way ANOVA with Benjamini multiple comparisons (**a**). N values in **a-d** indicate biological independent replicates. Source data are provided as a Source Data file.

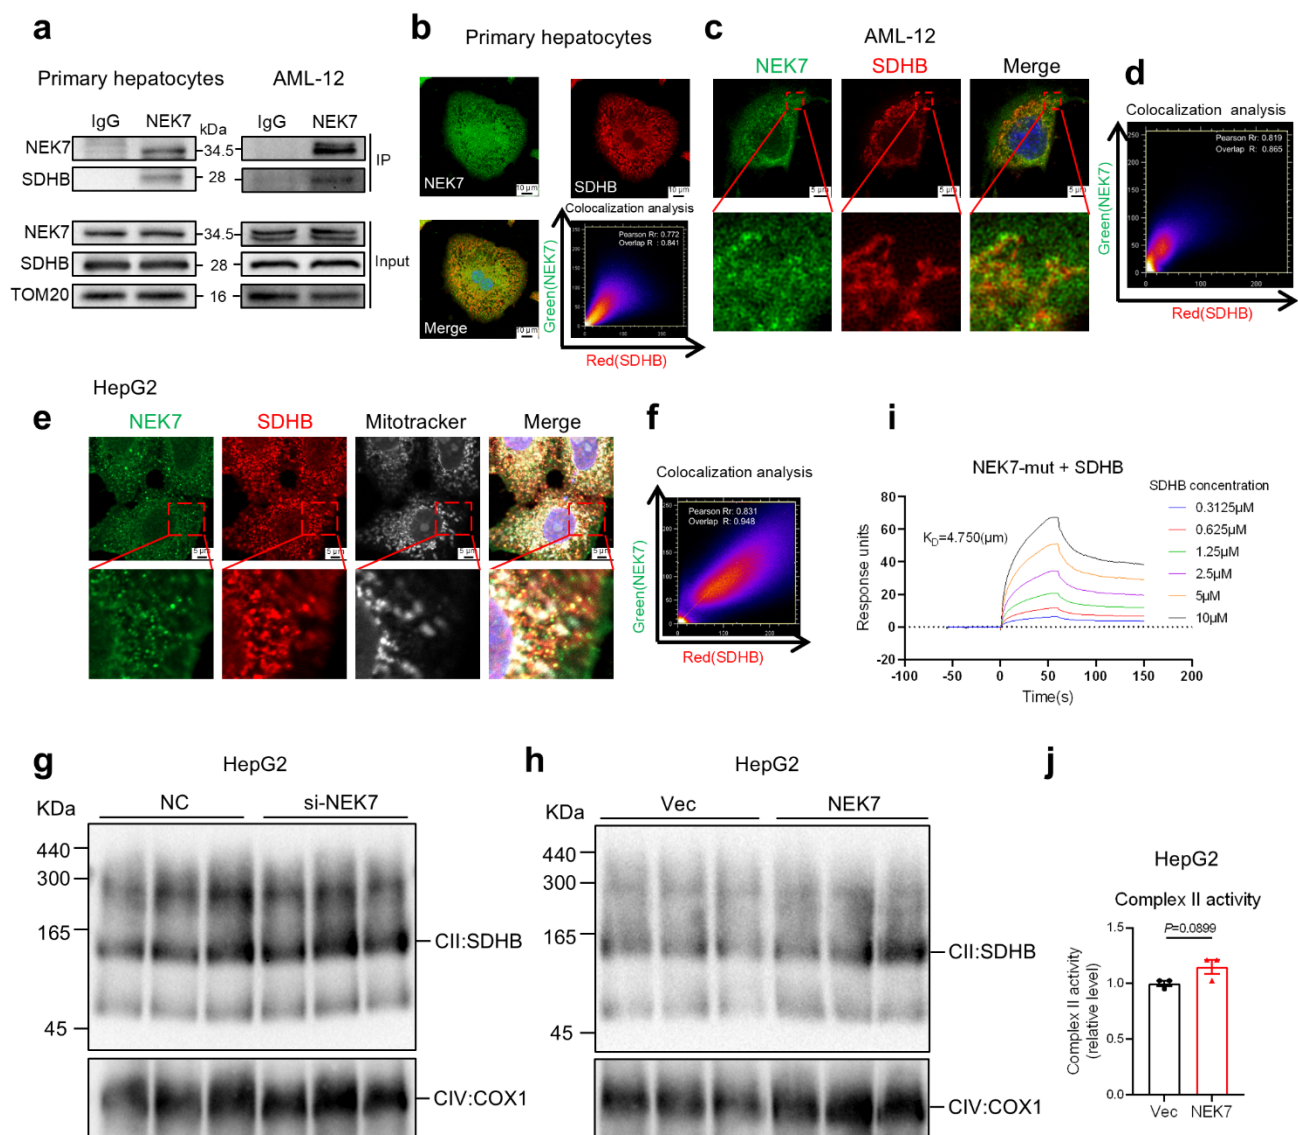

**Supplementary Fig.4 Validation of the interaction of NEK7 and SDHB in hepatocytes.**

**a**, Western blotting analysis showing the interaction of NEK7 and SDHB determined by co-immunoprecipitation with IgG and NEK7 antibody (both in AML-12 cells and mouse primary hepatocytes). **b**, Representative immunofluorescence images and the co-localization analysis show NEK7 and SDHB co-localization in mouse primary hepatocytes. Scale bar, 10  $\mu$ m. N=3/group. **c,d**, Representative images (**c**) of immunofluorescence show NEK7 and SDHB co-localization in AML-12 cells. Scale bar, 5  $\mu$ m. The ImageJ plugin conducts co-localization analysis (**d**), including Pearson's correlation Rr and Overlap R. N=3/group. **e,f**, Representative images (**e**) of immunofluorescence show NEK7 and SDHB co-localization in the mitochondria in HepG2 cells. Scale bar, 5  $\mu$ m. The ImageJ plugin conducts co-localization analysis (**f**), including Pearson's correlation Rr and Overlap R. N=3/group.

**g,h**, Blue Native PAGE analysis of the mitochondrial fractions isolated from the HepG2 cells transfected with NC/si-NEK7 or Vec/NEK7 for 48h. Complex II and complex IV was probed by anti-SDHB and anti-COX1 respectively, complex IV, as the control. N=3/group. **i**, SPR analysis showing the binding affinity of NEK7-mut and SDHB protein (Supplementary Data 2). **j**, Mitochondrial complex II activity in the HepG2 cells transfected with NEK7 or Vec for 48 h. N=3/group. Data are presented as mean  $\pm$  SE. Significant differences are calculated using unpaired two-tailed *t*-test (**i**). N values in **a-h, j** indicate biological independent replicates. Source data are provided as a Source Data file.

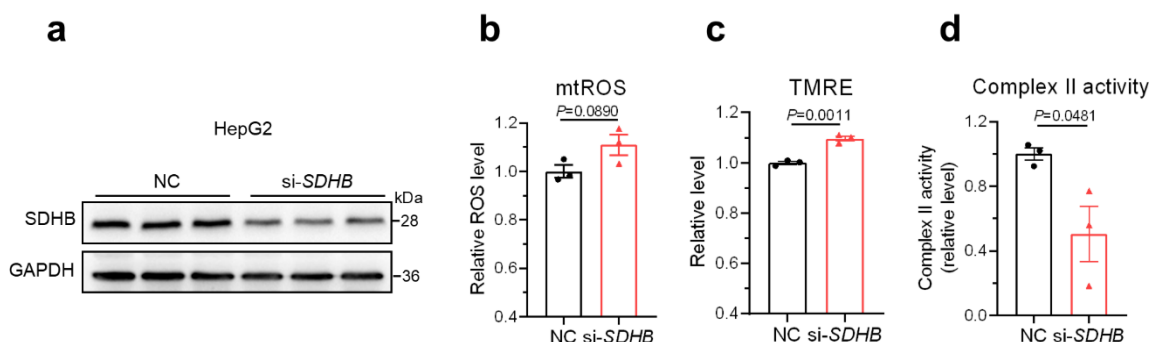

### Supplementary Fig.5 Inhibiting SDHB leads to mitochondrial dysfunction

**a**, Western blotting analysis of the level of SDHB protein in the HepG2 cells transfected with si-SDHB or NC for 48 h. N=3/group. **b**, Relative mitochondrial ROS level (MitoSox Red) in the HepG2 cells (transfected with si-SDHB/NC for 48 h) detected by flow cytometry. N=3/group. **c**, Mitochondrial membrane potential (TMRE) in the HepG2 cells (transfected with si-SDHB/NC for 48 h) detected by flow cytometry. N=3/group. **d**, Mitochondrial complex II activity in the HepG2 cells transfected with si-SDHB or NC for 48 h. N=3/group. Data are presented as mean  $\pm$  SE. Significant differences are calculated using unpaired two-tailed *t*-test (**b-d**). N values in **a-d** indicate biological independent replicates. Source data are provided as a Source Data file.

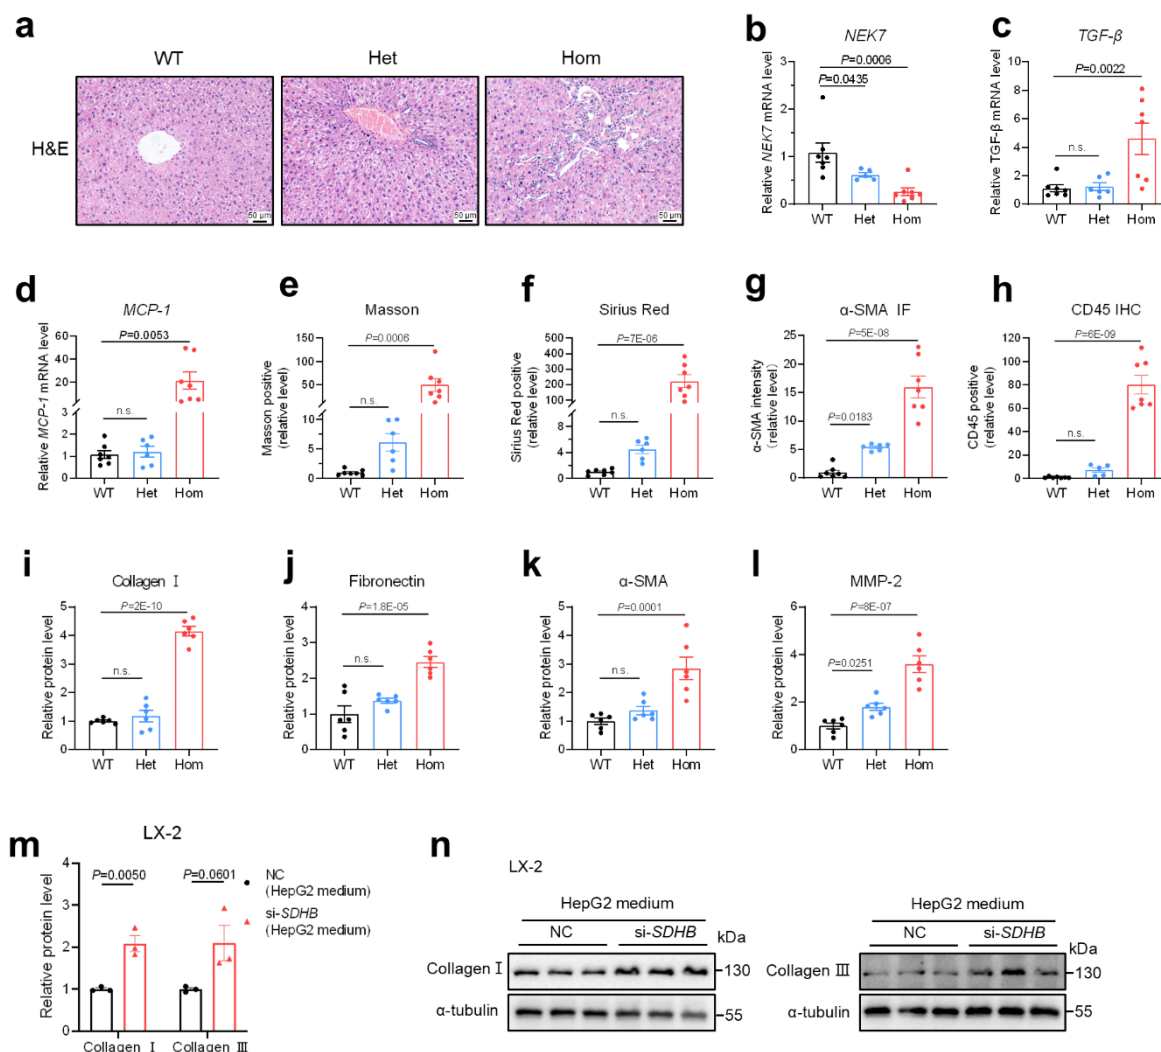

## Supplementary Fig.6 Phenotype analysis of the hepatocyte *NEK7* knockout mice

**a**, Representative images of HE staining (scale bar, 50  $\mu$ m), WT, n=7; Het, n=6; Hom, n=7. **b-d**, Relative mRNA levels of *NEK7* (WT, n=7; Het, n=5; Hom, n=7), *TGF- $\beta$*  (WT, n=7; Het, n=6; Hom, n=7), and *MCP-1* (WT, n=7; Het, n=6; Hom, n=7) detected by real-time qPCR. **e-h**, Quantification of Masson, Sirius Red,  $\alpha$ -SMA IF, and CD45 IHC staining, shown in Fig.4h. **i-l**, Quantification of the protein level of Collagen I, Fibronectin,  $\alpha$ -SMA, and MMP-2 in the WT, Het, and Hom mice livers showed in Fig.4r, n=6/group. **m,n**, The protein level of Collagen I and Collagen III in LX-2 cells, the LX-2 cells are treated with the conditional medium of the HepG2 cells (transfected with si-SDHB/NC for 48 h) for 72 h, n=3/group. Data are presented as mean  $\pm$  SE. Significant differences are analyzed using unpaired two-tailed *t*-test (**m**), and a one-way ANOVA with Benjamini multiple comparisons (**b-l**), n.s., no significance. N values in **a-l** indicate the numbers of mouse and N values in **m,n** indicate biological independent replicates. Source data are provided as a Source Data file.

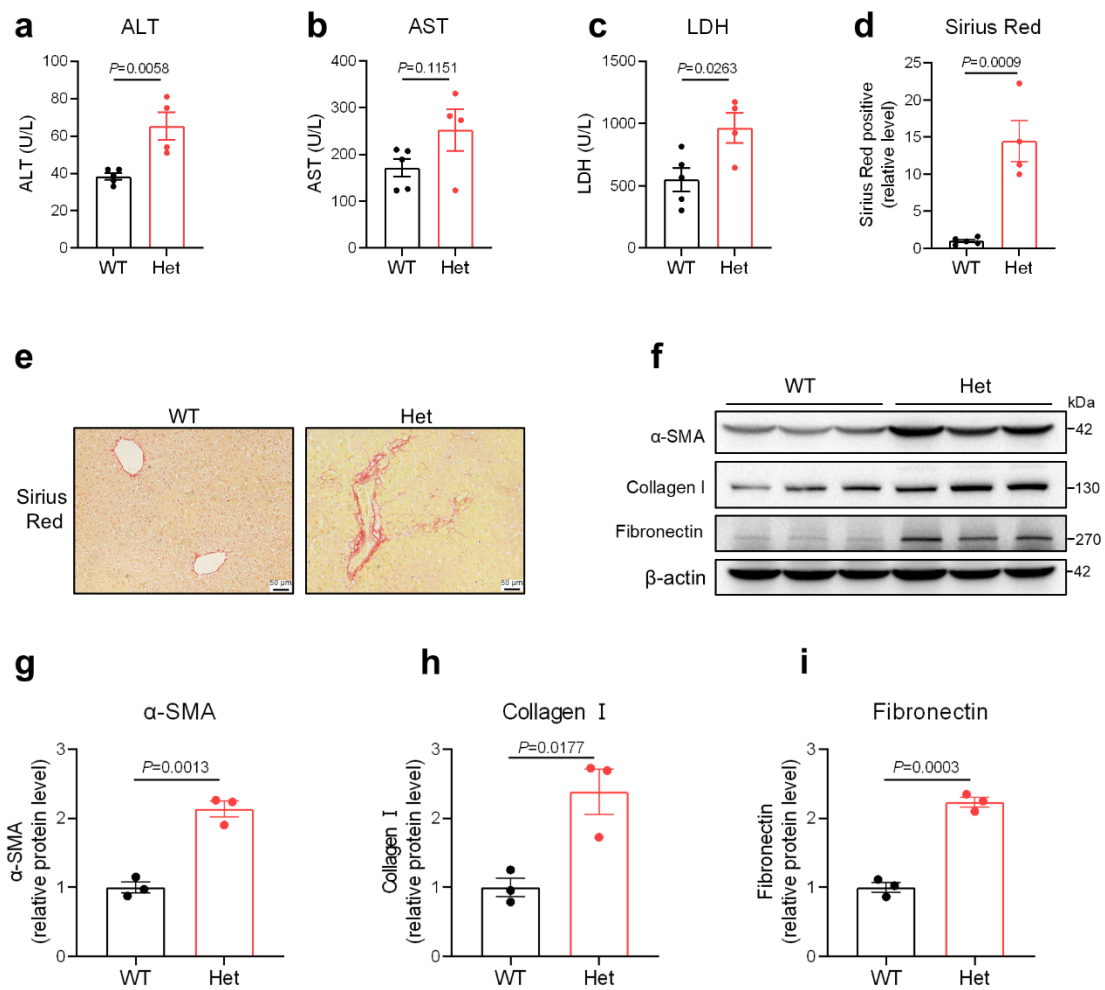

### Supplementary Fig.7 Analysis of the 10-month hepatocyte *NEK7* knockout heterozygous mice

**a-c**, Levels of ALT, AST, and LDH in the serum of the WT (n=5) and Het (n=4) mice. **d,e**, Representative images and quantification of Sirius Red staining in the livers of the WT (n=5) and Het (n=4) mice. Scale bar, 50 μm. **f-i**, Western blotting analysis of α-SMA, Fibronectin, and Collagen I expression in the WT and Het mice livers, the quantification is displayed in (**g-i**), n=3/group. Data are presented as mean ± SE. Significant differences are calculated using unpaired two-tailed *t*-test (**a-d,g-i**). N values in **a-i** indicate the numbers of mouse. Source data are provided as a Source Data file.

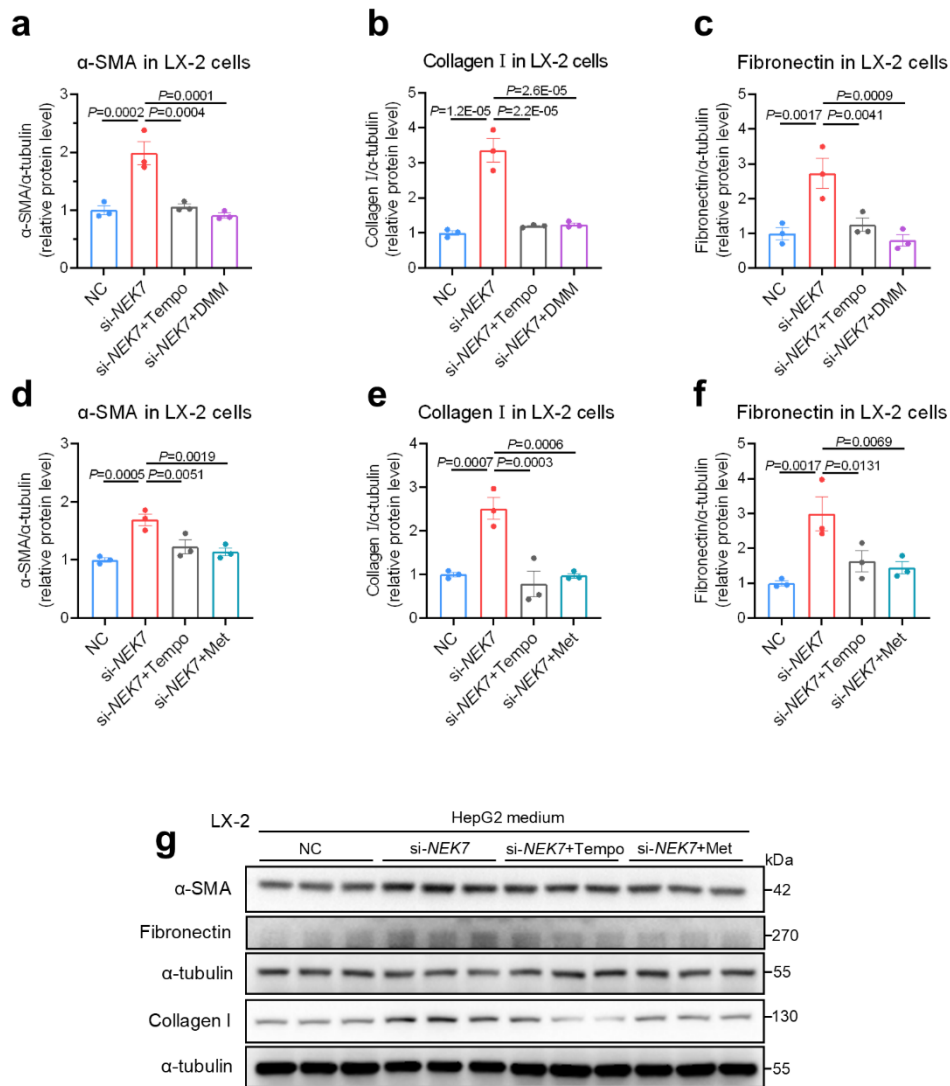

### Supplementary Fig.8 Inhibiting RET and ROS alleviates the activation of LX-2 cells triggered by the HepG2 cells with NEK7 deficiency

**a-c**, Quantification of the protein level of α-SMA, Collagen I, and Fibronectin in the LX-2 cells treated with the conditional medium of HepG2 cells. The HepG2 cells are transfected with NC or si-NEK7 for 48 h, and then treated with 500 μM Tempo or 10 μM DMM for 24 h. N= 3 biological replicates. Related to Fig.5d. **d-g**, Western blotting analysis of the expression of α-SMA, Collagen I, and Fibronectin protein in the LX-2 cells treated with the conditional medium of HepG2 cells. The HepG2 cells are transfected with NC or si-NEK7 for 48 h, then treated with 500 μM Tempo or 100 μM Met for 24 h. N= 3 biological replicates. Data are presented as mean ± SE. Significant differences are analyzed using a one-way ANOVA with Benjamini multiple comparisons (a-f). Source data are provided as a Source Data file.

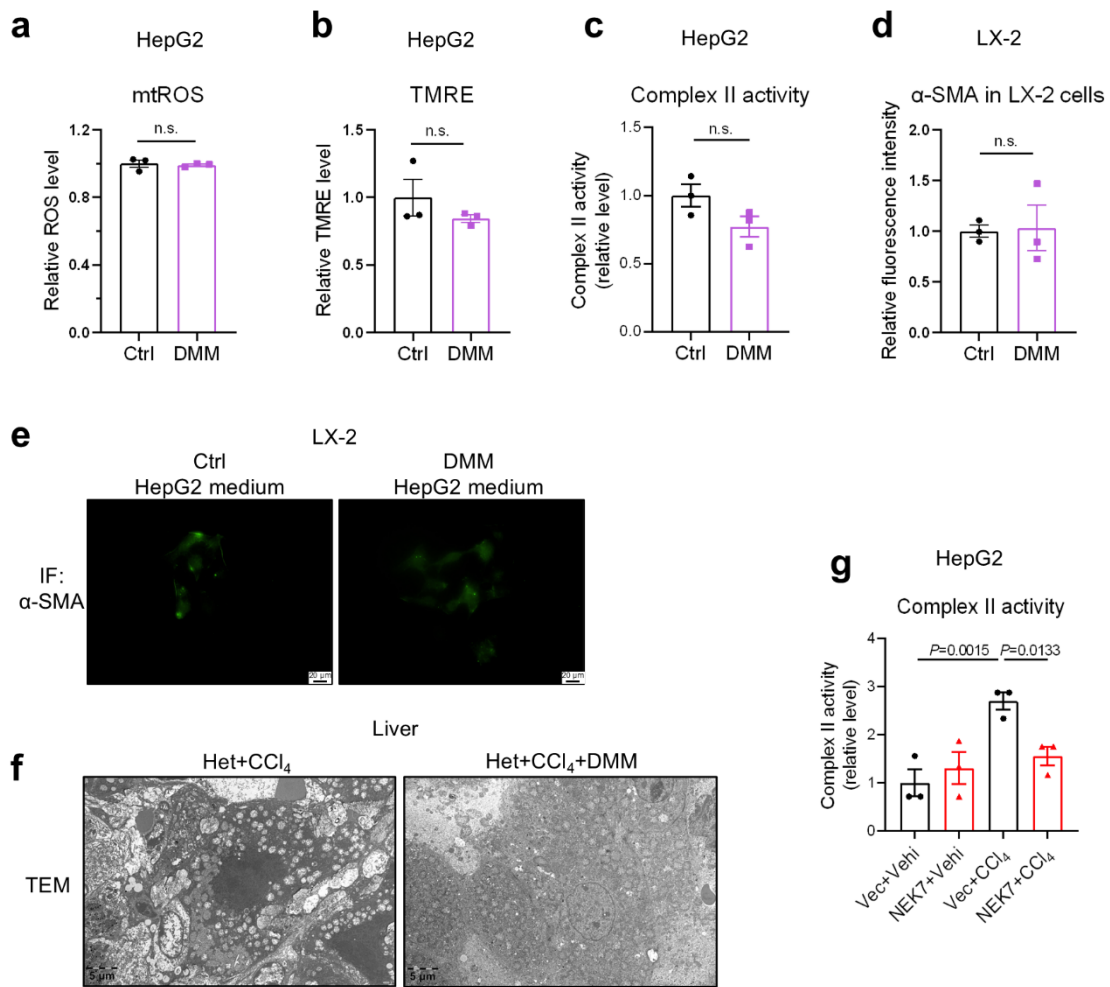

### Supplementary Fig.9 Role of DMM in mitochondrial function and complex II activity in HepG2 cells.

**a**, Flow cytometry detected mitochondrial ROS levels (MitoSox Red) in HepG2 cells. The HepG2 cells are treated with 10  $\mu$ M DMM or vehi (Ctrl) for 24 h. N=3/group. **b**, Flow cytometry detected mitochondrial membrane potential (TMRE) in control and DMM-treated HepG2 cells. N=3/group. **c**, Activity of mitochondrial complex II in the HepG2 cells treated with 10  $\mu$ M DMM or vehi (Ctrl) for 24 h. N=3/group. **d,e**, Representative images (**e**) of  $\alpha$ -SMA staining in LX-2 cells (scale bar, 20 $\mu$ m), the LX-2 cells are treated with the corresponding conditional medium of the HepG2 cells in (**a**). Relative fluorescence intensity is displayed in (**d**). N=3/group. **f**, Representative TEM images depicting the ultrastructure of the mitochondria in hepatocytes from the Het+CCl<sub>4</sub> and Het+CCl<sub>4</sub>+DMM mice (scale bar, 5 $\mu$ m). N=3/group. **g**, Mitochondrial complex II activity in the HepG2 cells. The control (Vec) and NEK7-overexpressed HepG2 cells are treated with vehicle (Vehi) or CCl<sub>4</sub> (5 mM) for 24 h. N=3/group. Data are presented as mean  $\pm$  SE. Significant differences are calculated using unpaired two-tailed *t*-test (**a-d**), and a one-way ANOVA with Benjamini multiple comparisons (**g**). N values in **a-e,g**

indicate biological independent replicates and N values in **f** indicate the numbers of mouse. Source data are provided as a Source Data file.

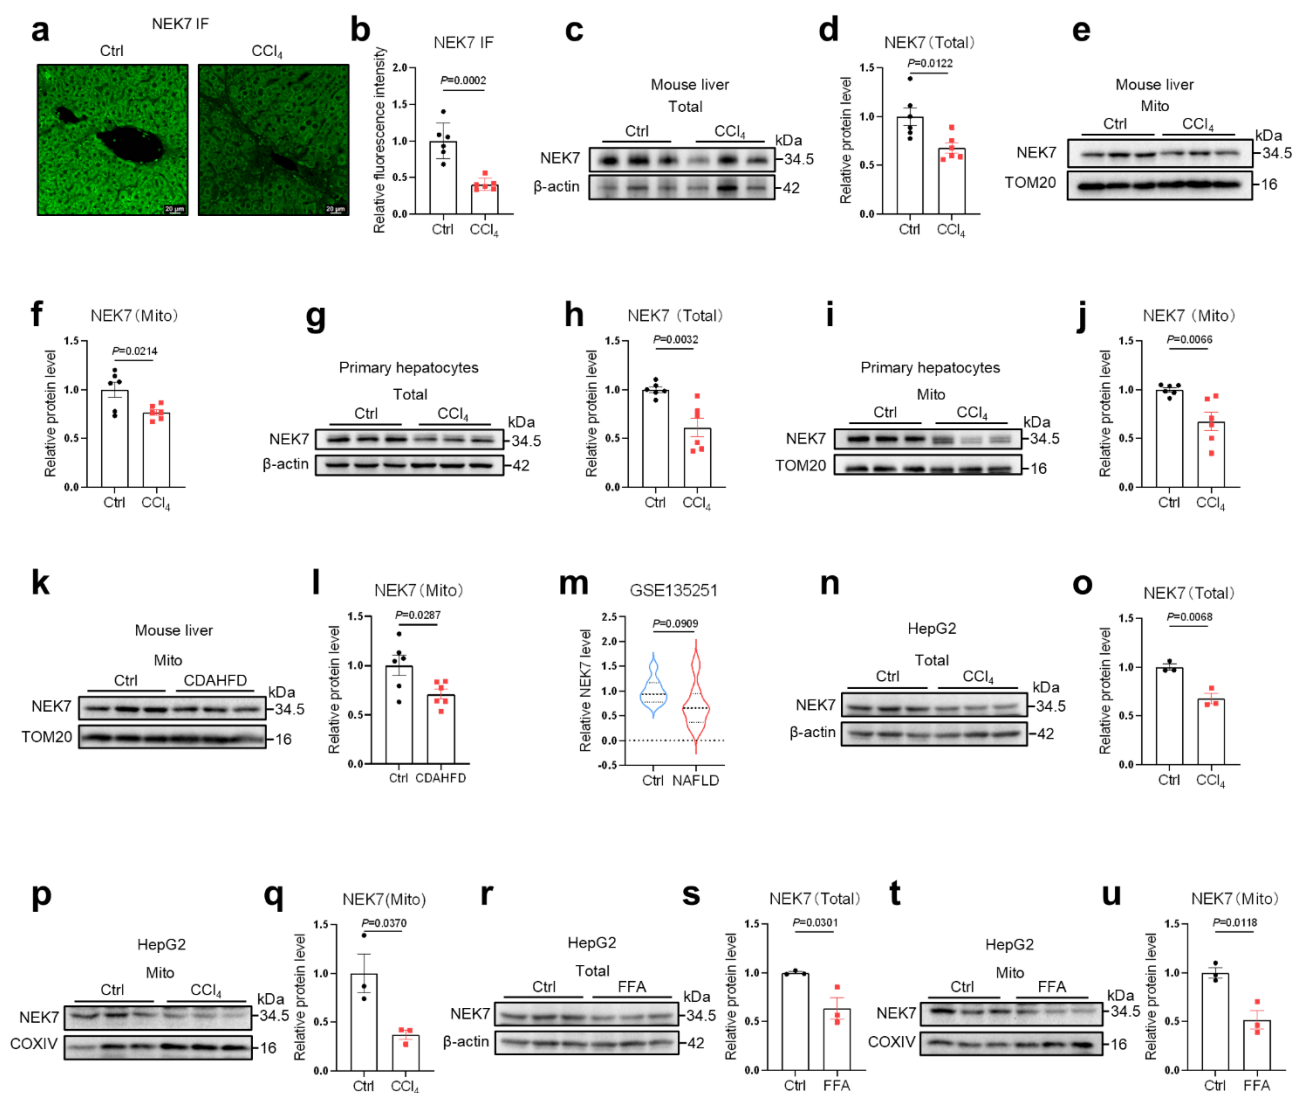

## Supplementary Fig.10 Investigation of the level of NEK7 in hepatocytes and fibrotic livers.

**a,b**, Representative images and quantification of NEK7 IF staining (scale bar, 20 μm). N=6/group. **c-f**, Western blotting analysis showing the protein levels of NEK7 in the mouse livers of the CCl<sub>4</sub> model. Total, total lysates (**c,d**); Mito, mitochondrial lysates (**e,f**). The quantification is in (**d,f**). N=6/group. **g-j**, Western blotting analysis showing the protein levels of NEK7 in the mouse primary hepatocytes of the CCl<sub>4</sub> model. Total, total lysates (**g,h**); Mito, mitochondrial lysates (**i,j**). The

quantification is in **(h,j)**. N=6/group. **k,l**, Western blotting analysis showing the protein levels of NEK7 in mitochondria from the mouse livers of the CDAHFD model. N=6/group. **m**, Relative TPM level of NEK7 in the livers from the control and NAFLD patients, from public GEO dataset GSE135251. 8 of control (fibrosis stage: 0) and 14 of NAFLD patients (fibrosis stage: 4) were included for analysis. **n-q**, Western blotting analysis showing the protein levels of NEK7 in total **(n,o)** and mitochondrial **(p,q)** lysates of the HepG2 cells treated with CCl<sub>4</sub> (5 mM) and the Vehicle (Ctrl) for 24h. N=3/group. **r-u**, Western blotting analysis showing the protein levels of NEK7 in total **(r,s)** and mitochondrial **(t,u)** lysates of the HepG2 cells treated with FFA (palmitic acid sodium: oleate sodium, 500 μM:500 μM) and the Vehicle (Ctrl, 1%BSA) for 24h. N=3/group. Data are presented as mean ± SE. Significant differences are analyzed using unpaired two-tailed *t*-test **(b,d,f,h,j,l,m,o,q,s,u)**. N values in **a-l** indicate the numbers of mouse and N values in **n-u** indicate biological independent replicates. Source data are provided as a Source Data file.

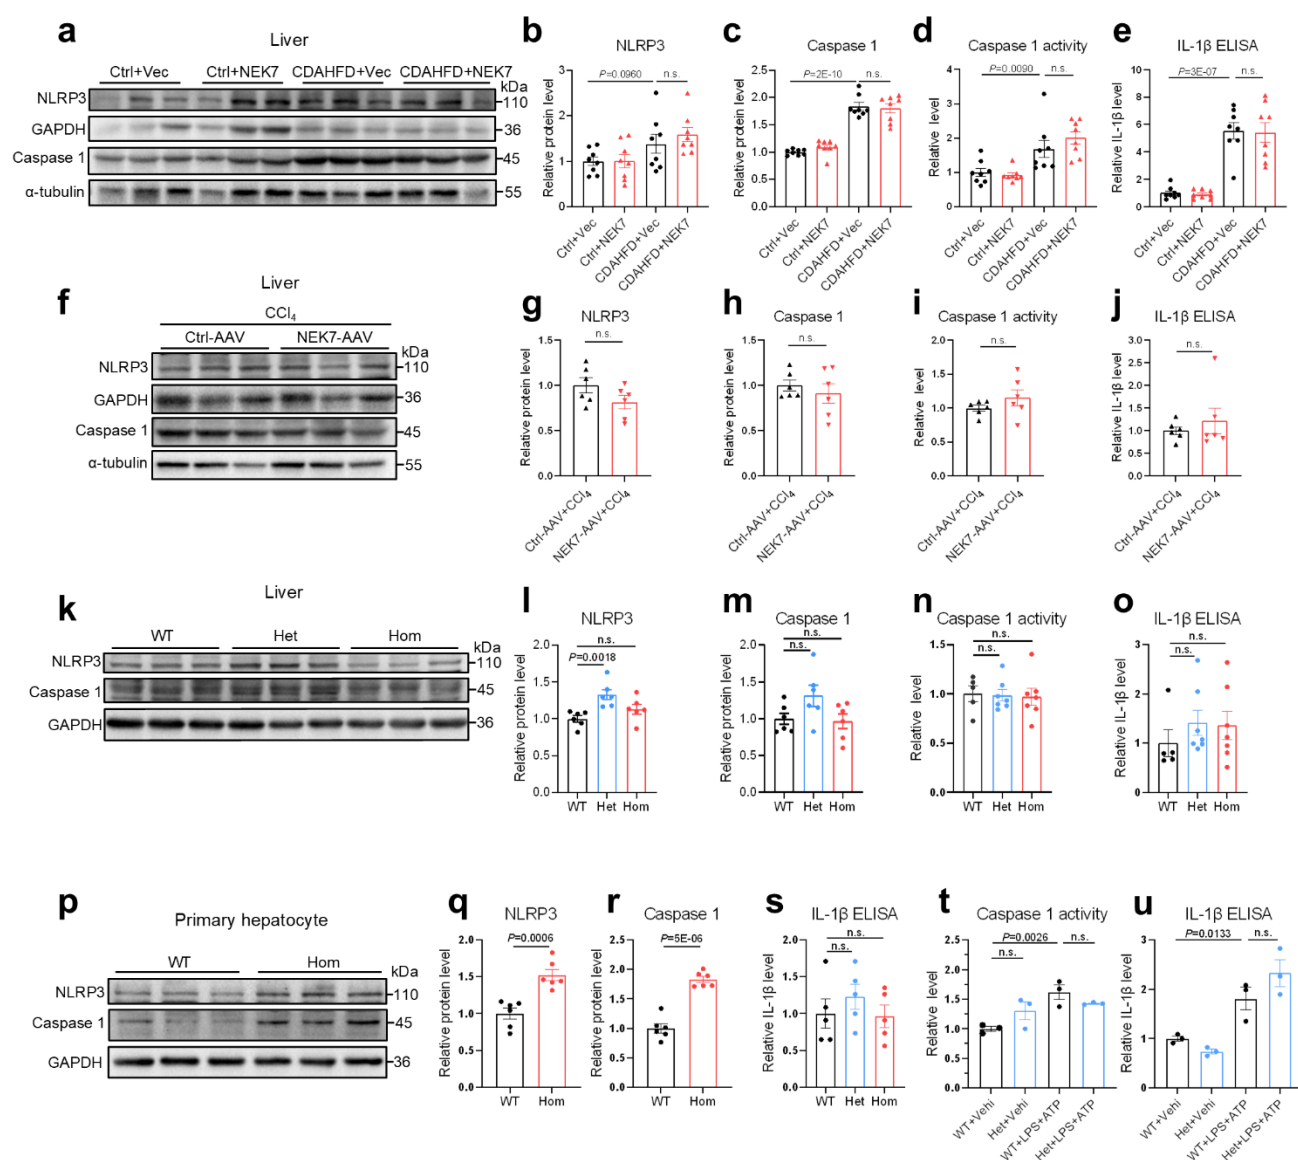

**Supplementary Fig.11 Effects of NEK7 on the activation of NLRP3 inflammasome determined in diverse models.**

**a-c**, Western blotting analysis showing the protein levels of NLRP3 and Caspase 1 in the mouse livers of the NEK7-CDAHFD model. The quantification is in **(b,c)**.  $N=8/\text{group}$ . **d**, Relative level of Caspase 1 activity in the livers.  $N=8/\text{group}$ . **e**, Relative level of IL-1 $\beta$  in the livers tested by ELISA.  $N=8/\text{group}$ . **f-h**, Western blotting analysis showing the protein levels of NLRP3 and Caspase 1 in the mouse livers of the NEK7-AAV-CCl<sub>4</sub> model. The quantification is in **(g,h)**.  $N=6/\text{group}$ . **i**, Relative level of Caspase 1 activity in the livers.  $N=6/\text{group}$ . **j**, Relative level of IL-1 $\beta$  in the livers tested by ELISA.  $N=6/\text{group}$ . **k-m**, Western blotting analysis showing the protein levels of NLRP3 and Caspase 1 in the livers from the NEK7 knockout mice. The quantification is in **(l,m)**.  $N=6/\text{group}$ . **n**, Relative level of Caspase 1 activity in the livers.  $N=6/\text{group}$ . **o**, Relative level of IL-1 $\beta$  in the livers tested by ELISA.

N=6/group. **p-r**, Western blotting analysis showing the protein levels of NLRP3 and Caspase 1 in primary hepatocytes isolated from the WT and Hom mice. The quantification is in (**q,r**). N=6/group. **s**, Relative level of IL-1 $\beta$  in the primary hepatocytes (from WT, Het, Hom) tested by ELISA. N=5/group. **t**, Relative level of Caspase 1 activity in the primary hepatocytes. The primary hepatocytes isolated from the WT and Het mice livers were treated with LPS (1 $\mu$ g /ml) and ATP (2.5 mM) for 24 h. N=3/group. **u**, Relative level of IL-1 $\beta$  in the medium of the primary hepatocytes tested by ELISA. The hepatocytes were treated as shown in (**t**). N=3/group. Data are presented as mean  $\pm$  SE. Significant differences are analyzed using unpaired two-tailed *t*-test (**g-j,q,r**), and a one-way ANOVA with Benjamini multiple comparisons (**b-e,l-o,s-u**). N values in **a-o** indicate the numbers of mouse and N values in **p-u** indicate biological independent replicates. Source data are provided as a Source Data file.

### **a** MitoSox Red for mtROS Gating strategy

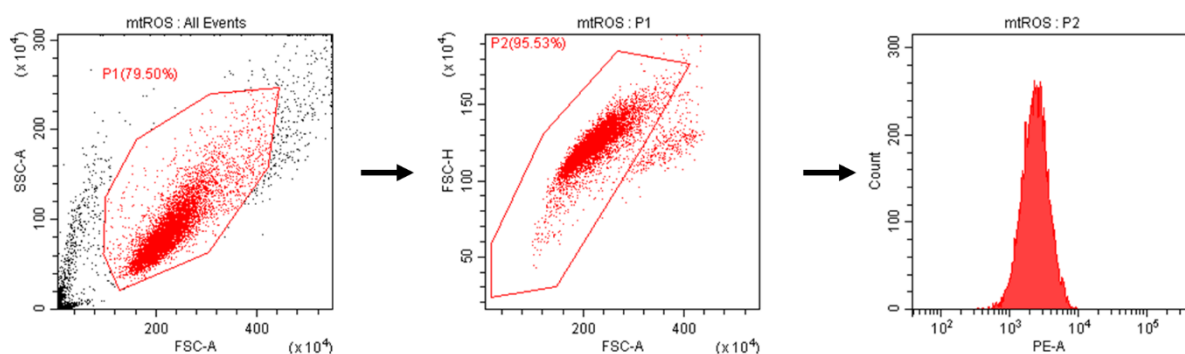

### **b** TMRE for mitochondrial membrane potential Gating strategy

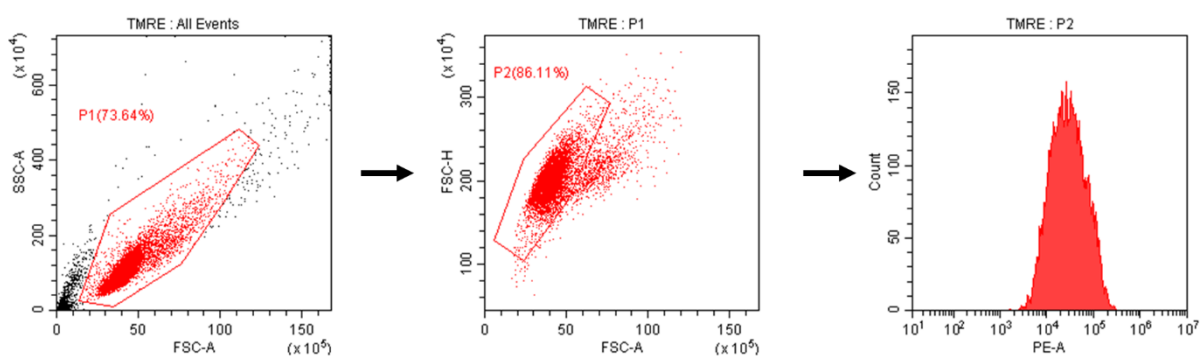

### **Supplementary Fig.12. Flow cytometry gating strategies.**

**a**, Mitochondrial ROS were detected using MitoSox Red by Flow cytometry. **b**, Mitochondrial membrane potential was measured using TMRE by Flow cytometry. The FSC-A/SSC-A gating was used to determine the main live cell population. FSC-A/FSC-H gating was used

to exclude the doublets. Finally, the corresponding fluorescent signals (PE or FITC-Count) were collected for statistical analysis. The strategy is representative for three independent experiments.

## Supplementary Tables

**Supplementary Table 1.** Clinical information of the human samples used in this study

| <b>Patients</b> | <b>Sex</b> | <b>Age</b>            | <b>Region in the liver</b>          | <b>Disease</b> |
|-----------------|------------|-----------------------|-------------------------------------|----------------|
| 1#              | Female     | 5 years and 9 months  | Normal tissue adjacent to the tumor | Hepatoblastoma |
| 2#              | Female     | 5 years and 4 months  | Normal tissue adjacent to the tumor | Hepatoblastoma |
| 3#              | Female     | 1 year and 5 months   | Normal tissue adjacent to the tumor | Hepatoblastoma |
| 4#              | Female     | 2 years               | Normal tissue adjacent to the tumor | Hepatoblastoma |
| 5#              | Male       | 3 years and 5 months  | Normal tissue adjacent to the tumor | Hepatoblastoma |
| 6#              | Female     | 6 years and 5 months  | Normal tissue adjacent to the tumor | Hepatoblastoma |
| 7#              | Female     | 9 years and 10 months | Normal tissue adjacent to the tumor | Hepatoblastoma |
| 8#              | Male       | 7 years and 6 months  | Normal tissue adjacent to the tumor | Hepatoblastoma |

**Supplementary Table 2.** Real-time qPCR primer information

| <b>Gene Name</b>            | <b>Sequence</b><br>(F, Forward primer; R, Reverse primer) | <b>Supplier</b>          |
|-----------------------------|-----------------------------------------------------------|--------------------------|
| Human<br><i>NEK7</i>        | F: GCCTTACGACCGGATATGGG<br>R: CACTAAATTGTCCGCGACCAA       | Tsingke<br>Biotechnology |
| Human<br><i>GAPDH</i>       | F: ACAACTTTGGTATCGTGGAAGG<br>R: GCCATCACGCCACAGTTTC       | Tsingke<br>Biotechnology |
| Human <i>Collagen III</i>   | F: TTGAAGGAGGATGTTCCCATCT<br>R: ACAGACACATATTTGGCATGGTT   | Tsingke<br>Biotechnology |
| Human<br><i>TIMP-1</i>      | F: CTTCTGCAATTCCGACCTCGT<br>R: ACGCTGGTATAAGGTGGTCTG      | Tsingke<br>Biotechnology |
| Mouse <i>Collagen I</i>     | F: TAAGGGTCCCCAATGGTGAGA<br>R: GGGTCCCTCGACTCCTACAT       | Tsingke<br>Biotechnology |
| Mouse <i>Collagen III</i>   | F: CAGGACCTAAGGGCGAAGATG<br>R: TCCGGGCATACCCCGTATC        | Tsingke<br>Biotechnology |
| Mouse<br><i>Fibronectin</i> | F: ATGTGGACCCCTCCTGATAGT<br>R: GCCCAGTGATTTTCAGCAAAGG     | Tsingke<br>Biotechnology |
| Mouse<br><i>TIMP-1</i>      | F: CTTGGTTCCCTGGCGTACTC<br>R: ACCTGATCCGTCCACAAACAG       | Tsingke<br>Biotechnology |
| Mouse                       | F: CCCAGACATCAGGGAGTAATGG                                 | Tsingke                  |

|                       |                                                          |                          |
|-----------------------|----------------------------------------------------------|--------------------------|
| <i>α-SMA</i>          | R: TCTATCGGATACTTCAGCGTCA                                | Biotechnology            |
| Mouse<br><i>MMP-2</i> | F: CAAGTTCCCCGGCGATGTC<br>R: TTCTGGTCAAGGTCACCTGTC       | Tsingke<br>Biotechnology |
| Mouse<br><i>IL-6</i>  | F: TAGTCCTTCCTACCCCAATTTCC<br>R: TTGGTCCTTAGCCACTCCTTC   | Tsingke<br>Biotechnology |
| Mouse<br><i>IL-1β</i> | F: GAAATGCCACCTTTTGACAGTG<br>R: TGGATGCTCTCATCAGGACAG    | Tsingke<br>Biotechnology |
| Mouse<br><i>TNF-α</i> | F: CAGGCGGTGCCTATGTCTC<br>R: CGATCACCCCGAAGTTCAGTAG      | Tsingke<br>Biotechnology |
| Mouse<br><i>TGF-β</i> | F: TACGCCTGAGTGGCTGTCTT<br>R: CGTGGAGTTTGTATCTTTGCT      | Tsingke<br>Biotechnology |
| Mouse<br><i>MCP-1</i> | F: TTAAAAACCTGGATCGGAACCAA<br>R: GCATTAGCTTCAGATTTACGGGT | Tsingke<br>Biotechnology |
| Mouse<br><i>GAPDH</i> | F: CATCACTGCCACCCAGAAGACTG<br>R: ATGCCAGTGAGCTTCCCGTTCAG | Tsingke<br>Biotechnology |
| <i>18S RNA</i>        | F: ACGGACAGGATTGACAGA<br>R: CGCTCCACCAACTAAGAA           | Tsingke<br>Biotechnology |

**Supplementary Table 3. Target sequences of the siRNAs used in this paper.**

| siRNAs             | Target sequences                                                              | Supplier              |
|--------------------|-------------------------------------------------------------------------------|-----------------------|
| si-NEK7<br>(human) | 1#: GAGTACCAGTAGCTTTAAA<br>2#: CACCTATGTTTATGACGTA<br>3#: CTCCGACAGTTAGTTAATA | RIBOBIO<br>technology |

# Supplementary material for: NEK7 couples SDHB to orchestrate respiratory chain electron transport homeostasis that impedes liver fibrosis
**Source:** Nat Commun. 2025 Nov 28;16:10751. doi: 10.1038/s41467-025-65790-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Supplementary Data Files**

### **File Name: Supplementary Data 1**

Description: The full list of NEK7 interacting proteins (including NEK7-proteins, NEK7\_unique\_proteins compared with the IgG result, and the total 68 of NEK7-IP related proteins in energy production and conversion of the metabolism module) from the mass spectrometry analysis.

### **File Name: Supplementary Data 2**

Description: The data of Surface Plasmon Resonance (SPR) analysis (including proteins NEK7+SDHB SPR in Fig.3I and proteins NEK7-mut+SDHB SPR in Supplementary Fig.4i).

### **File Name: Supplementary Data 3**

Description: The data of Rg (Radius of gyration) value of SDH complex after SDHB binding with NEK7 generated by molecular dynamics simulation (Fig.3m of the main figures).

### **File Name: Supplementary Data 4**

Description: Figure 1 shows the RMSDs curves of NEK7 and each subunit in the SDH complex as evidence for evaluating the final equilibrium state of the simulation. Table 1 is an information summary list of molecular dynamics simulation.

### **File Name: Supplementary Data 5**

Description: The data of the RMSDs values of NEK7 and each subunit in the SDH complex in Figure 1 in Supplementary Data 4.

### **File Name: Supplementary Data 6**

Description: The final trajectory file of the molecular dynamics simulation.

# Supplementary material for: NEK7 couples SDHB to orchestrate respiratory chain electron transport homeostasis that impedes liver fibrosis
**Source:** Nat Commun. 2025 Nov 28;16:10751. doi: 10.1038/s41467-025-65790-0
**Supplement:** Supplementary file 4 — Reporting Summary

Last updated by author(s): Sep 30, 2025

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | ImageJ (1.54g), LAS_X_Core (3.9.0_28093), ZEN (2012), Wave pro (10.1.0.1), CytExpert (2.3.1.22), LightCycler 96 (1.1.0.1320), QuantStudio 3 (V1.4), Image Lab (6.0.1), K-Viewer (1.5.3.1). |
| Data analysis   | ImageJ (1.54g), CytExpert (2.3.1.22), Wave pro (10.1.0.1), GraphPad Prism (10.0).                                                                                                          |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw RNA sequencing data generated in this study have been deposited at the NCBI GEO dataset (accession numbers: GSE272141) and can be accessed at <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE272141>. The mass spectrometry data generated in this study have been deposited at ProteomeXchange Repository (project number: PXD068758) and can be accessed at <https://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX068758>. The full list of NEK7 interacting proteins (including the total 68 of NEK7-IP related proteins in energy production and conversion of the metabolism module) from the mass

spectrometry analysis were provided in Supplementary Data 1. All other data are included in the Supplementary information files and Source data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | The human liver samples from both sex of hepatoblastoma patients were used. The information on sex of each individual was provided in Source Data and Supplementary Information.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Population characteristics                                         | Clinical information of the patients are listed in Supplementary Table 1 of Supplementary Information.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Recruitment                                                        | In this study, 1) liver sections and tissues from the normal liver tissues adjacent to the hepatoblastoma of patients were included at Children's Hospital of Nanjing Medical University, China. Total of 8 samples were collected from the patients who were diagnosed with hepatoblastoma at Children's Hospital of Nanjing Medical University. 2) We analyzed the RNA-seq data in public GEO dataset (GSE135251) to identify the level of NEK7 in fibrotic livers of NAFLD patients. The NAFLD patients with higher level of liver fibrosis (fibrosis stage:4, n=14) and the control with no liver fibrosis (fibrosis stage:0, n=8) were included for analysis. |
| Ethics oversight                                                   | This study was conducted in accordance with the ethical principles described in the Declaration of Helsinki. The study protocol with the liver samples in this study was approved by the Committee on Clinical Research Ethics of Children's Hospital of Nanjing Medical University and informed consent was obtained from all participants (or their parents/guardians).                                                                                                                                                                                                                                                                                          |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were provided within each figure legend.<br>Sample sizes determination were based on the experiences from our lab and others with similar experiments in the past.<br>No statistical methods were used to predetermine sample size.        |
| Data exclusions | No data were excluded from analyses.                                                                                                                                                                                                                    |
| Replication     | For the in vitro experiments, the sample size is generally more than 3 independent biological replicates per group for statistical analysis, while in vivo experiments, the number of mice is generally more than 5 per group for statistical analysis. |
| Randomization   | Sex- and aged- matched control and experimental mice were included according to their genotypes. All mice were randomly allocated in groups.                                                                                                            |
| Blinding        | Group allocation, data collection and analysis were unbiased.                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Antibodies used for western blot and BN page:

Anti-NEK7, Abcam, ab133514, EPR4900 (1:1000);  
 Anti-COXIV, Proteintech, Cat No. 66110-1-Ig, 2A7B2 (1:1000);  
 Anti-GAPDH, Proteintech, Cat No. 10494-1-AP (1:1000);  
 Anti-SDHB, Proteintech, Cat No. 67600-1-Ig, 1A2A5 (1:1000);  
 Anti- $\alpha$ -SMA, HUABIO, ET1607-53 (1:1000);  
 Anti-Fibronectin, Proteintech, Cat No. 15613-1-AP (1:1000);  
 Anti-MMP-2, Proteintech, Cat No. 10373-2-AP (1:1000);  
 Anti-Collagen I, BEIJING BIOSYNTHESIS, bs-10423R (1:1000);  
 Anti-Collagen III, BEIJING BIOSYNTHESIS, bs-0549R (1:1000);  
 Anti- $\beta$ -actin, Proteintech, Cat No. 66009-1-Ig, 2D4H5 (1:1000);  
 Anti- $\alpha$ -tubulin, Proteintech, Cat No. 66031-1-Ig, 1E4C11 (1:1000);  
 Goat anti-rabbit IgG-HRP, Beyotime, Cat A0208 (1:1000);  
 Goat anti-mouse IgG-HRP, Beyotime, Cat A0216 (1:1000);  
 Pan Phospho-Serine/Threonine, Abmart, T91067S (1:1000);  
 ubiquitin Polyclonal antibody, Proteintech, Cat No. 10201-2-AP (1:1000);  
 Anti-NLRP3, Proteintech, Cat No. 19771-1-AP (1:1000);  
 Anti-Caspase 1, Proteintech, Cat No. 22915-1-AP (1:1000);  
 Anti-COX1, HUABIO, Catalog# HA722838 (1:1000);

Antibodies used for CO-IP:

Anti-IgG, Proteintech, Cat No. 30000-0-AP (4 $\mu$ g/sample);  
 Anti-NEK7, Abcam, ab133514 (4 $\mu$ g/sample);

Antibodies used for IHC/IF:

Anti-NEK7, BEIJING BIOSYNTHESIS, bs-7758R (1:500);  
 Anti-Flag, Sigma, F1804 (1:500);  
 Anti-EGFP, BEIJING BIOSYNTHESIS, bs-2194R (1:500);  
 Anti-TOM20, ABclonal, A16896 (1:500);  
 Anti-CD45, BEIJING BIOSYNTHESIS, bs-4819R (1:500);  
 Anti-4-HNE (4-Hydroxynonenal), R&D, Cat No. MAB3249 (1:500);  
 Alexa Fluor 488-labeled goat anti-rabbit IgG, Beyotime, A0423 (1:200);  
 Alexa Fluor 647-labeled goat anti-mouse IgG, Beyotime, A0473 (1:200);

## Validation

All antibodies are commercially available. They are all well-validated by previous studies referred to the manufacturer's website.

Anti-NEK7, Abcam, ab133514 <https://www.abcam.cn/products/primary-antibodies/nek7-antibody-epr4900-ab133514>  
 Anti-COXIV, Proteintech, Cat No. 66110-1-Ig;  
<https://www.ptgcn.com/products/COXIV-Antibody-66110-1-Ig.htm>  
 Anti-GAPDH, Proteintech, Cat No. 10494-1-AP;  
<https://www.ptgcn.com/products/GAPDH-Antibody-10494-1-AP.htm>  
 Anti-SDHB, Proteintech, Cat No. 67600-1-Ig;  
<https://www.ptgcn.com/products/SDHB-Antibody-67600-1-Ig.htm>  
 Anti- $\alpha$ -SMA, HUABIO, ET1607-53;  
<https://huabio.cn/products/alpha-smooth-muscle-Actin-antibody-ET1607-53>  
 Anti-Fibronectin, Proteintech, Cat No. 15613-1-AP;  
<https://www.ptgcn.com/products/FN1-Antibody-15613-1-AP.htm>  
 Anti-MMP-2, Proteintech, Cat No. 10373-2-AP;  
<https://www.ptgcn.com/products/MMP2-Antibody-10373-2-AP.htm>  
 Anti-Collagen I, BEIJING BIOSYNTHESIS, bs-10423R;  
[https://www.biosschina.com/#/productDetail?goods\\_id=8236](https://www.biosschina.com/#/productDetail?goods_id=8236)  
 Anti-Collagen III, BEIJING BIOSYNTHESIS, bs-0549R;  
[https://www.biosschina.com/#/productDetail?goods\\_id=22422](https://www.biosschina.com/#/productDetail?goods_id=22422)

Anti- $\beta$ -actin, Proteintech, Cat No. 66009-1-Ig;  
<https://www.ptgcn.com/products/Pan-Actin-Antibody-66009-1-Ig.htm>  
 Anti- $\alpha$ -tubulin, Proteintech, Cat No. 66031-1-Ig;  
<https://www.ptgcn.com/products/tubulin-Alpha-Antibody-66031-1-Ig.htm>  
 Goat anti-rabbit IgG-HRP, Beyotime, Cat A0208;  
<https://m.beyotime.com/mobilegoods.do?method=code&code=A0208>  
 Goat anti-mouse IgG-HRP, Beyotime, Cat A0216;  
<https://m.beyotime.com/mobilegoods.do?method=code&code=A0216>  
 Pan Phospho-Serine/Threonine, Abmart, T91067S;  
<https://www.ab-mart.com.cn/product.aspx?id=3&f=cn&keys=T91067S>  
 ubiquitin Polyclonal antibody, Proteintech, Cat No. 10201-2-AP;  
<https://www.ptgcn.com/products/ubiquitin-Antibody-10201-2-AP.htm>  
 Anti-NLRP3, Proteintech, Cat No. 19771-1-AP;  
<https://www.ptgcn.com/products/NALP3-Antibody-19771-1-AP.htm>  
 Anti-Caspase 1, Proteintech, Cat No. 22915-1-AP  
<https://www.ptgcn.com/products/CASP1-Antibody-22915-1-AP.htm>  
 Anti-COX1, HUABIO, Catalog# HA722838;  
<https://huabio.cn/products/MTCO1-antibody-HA722838>  
 Anti-IgG, Proteintech, Cat No. 30000-0-AP;  
<https://www.ptgcn.com/products/IgG-control-Antibody-30000-0-AP.htm>  
 Anti-NEK7, BEIJING BIOSYNTHESIS, bs-7758R;  
[https://www.biosschina.com/#/productDetail?goods\\_id=8974](https://www.biosschina.com/#/productDetail?goods_id=8974)  
 Anti-Flag, Sigma, F1804;  
<https://www.sigmaaldrich.cn/CN/zh/product/sigma/f1804>  
 Anti-EGFP, BEIJING BIOSYNTHESIS, bs-2194R;  
[https://www.biosschina.com/#/productDetail?goods\\_id=18216](https://www.biosschina.com/#/productDetail?goods_id=18216)  
 Anti-TOM20, ABclonal, A16896;  
<https://abclonal.com.cn/catalog/A16896>  
 Anti-CD45, BEIJING BIOSYNTHESIS, bs-4819R;  
[https://www.biosschina.com/#/productDetail?goods\\_id=15146](https://www.biosschina.com/#/productDetail?goods_id=15146)  
 Anti-4-HNE (4-Hydroxynonenal), R&D, Cat No. MAB3249;  
[https://www.rndsystems.com/cn/products/4-hydroxynonenal-antibody-198960\\_mab3249?keywords=MAB3249](https://www.rndsystems.com/cn/products/4-hydroxynonenal-antibody-198960_mab3249?keywords=MAB3249)  
 Alexa Fluor 488-labeled goat anti-rabbit IgG, Beyotime, A0423;  
<https://m.beyotime.com/mobilegoods.do?method=code&code=A0423>  
 Alexa Fluor 647-labeled goat anti-mouse IgG, Beyotime, A0473;  
<https://m.beyotime.com/mobilegoods.do?method=code&code=A0473>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HepG2 cells (SUNNCELL, SNL-083) and AML-12 cells (SUNNCELL, SNL-242) were originally from American Type Culture Collection (ATCC).<br>HepaRG cells were purchased from Shanghai Hong Shun Biological Technology (C0986, originally from Millipore) .<br>LX-2 cells were purchased from Procell (CL-0560).<br>The primary hepatocytes used in this study were isolated from hepatocyte NEK7 knockdown mice (the Het mice, both sex) and the WT mice (both sex). |
| Authentication                                                       | The cells were authenticated by short tandem repeat (STR) analysis.                                                                                                                                                                                                                                                                                                                                                                                            |
| Mycoplasma contamination                                             | Cell lines were not tested, as no indication of contamination was observed.                                                                                                                                                                                                                                                                                                                                                                                    |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                  |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Mice aged 6-10 weeks were used. The NEK7fl/fl and Alb-cre mice on C57BL/6 background were purchased from GemPharmatech (Nanjing, China) and Shanghai Model Organisms Center, respectively. The wild-type mice including C57BL/6J or BALB/c were purchased from GemPharmatech. Mice were housed in pathogen free and ventilated cages, and allowed free access to food and water in a 12h light/dark cycle, with room temperature at 22-25°C and 40-60% humidity. |
| Wild animals       | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Reporting on sex   | Both sex of mice were used in the experiment related to knock-out mice. The information on sex of each individual was provided in                                                                                                                                                                                                                                                                                                                                |

Source Data and Supplementary Information. In the liver fibrosis model constructed using wild-type mice that require tail vein injection, we only selected male mice to avoid fibrosis progression that may be affected by technical deviations and the physiological estrous cycle of female mice.

Field-collected samples

This study did not involve field-collected samples.

Ethics oversight

All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC-2209063) of Nanjing Medical University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

n/a

Novel plant genotypes

n/a

Authentication

n/a

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

The cells were washed with PBS and were trypsinized for a single cell suspension.

Instrument

CytExpert

Software

CytExpert software (2.3.1.22)

Cell population abundance

For each sample, 10000 cells were recorded. The main cell population is included for analysis, with exclusion of the dead cells and doublets.

Gating strategy

The FSC-A/SSC-A gating was used to determine the main live cell population. FSC-A/FSC-H gating was used to exclude the doublets. Finally, the corresponding fluorescent signals (PE or FITC-Count) were collected for statistical analysis. Gating strategies are provided in Supplementary Fig. 12.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

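RNA was sequenced from the livers of 3 WT and 3 Hom mice. The authors extracted RNA with Trizol and had it sequenced on the DNBSEQ platform by BGI Genomics. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the strandedness of the libraries, nor the test behind the fold changes. The authors deposited a table of 17975 genes with estimated counts (expected counts, not scaled between samples), FPKM and TPM values for each liver, and the mean of each group. The authors made the FPKM values by dividing by gene length and library size, and the authors' TPM values sum to the same total in each liver. No FPKM or TPM value entered a test. FPKM was used only to recover the gene length that the authors' values imply. The deposited mean columns carry crossed names: for all 17975 genes, the mean named for the WT group equals the mean of the 3 Hom livers, and the reverse. Those mean columns were not used. The direction of each difference was taken from the columns of the single livers, in which Nek7 was lower in each Hom liver.

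Estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr kept 13805 genes, TMM factors scaled the libraries, and the quasi-likelihood test (glmQLFit and glmQLFTest) compared 3 Hom with 3 WT livers. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted with no minimum fold change, which is the setting the paper states. Standard errors were derived from the log2 fold change and the F statistic. Enrichment was tested with a one-sided Fisher's exact test, the hypergeometric test that the paper names for KEGG, against all tested genes. No KEGG or GO database was used here, so gene lists for the respiratory complexes, 6 other pathways, liver cell types and proliferation were written by hand before the data were examined. Each list was also tested with camera (limma 3.58.1) and set against 10000 random lists of the same size, drawn from 20 bins of mean expression. Gene positions are from GENCODE M21 on GRCm38, and the authors' build is not stated. GC content came from the longest GENCODE M21 transcript and was available for 98.8% of tested genes; gene length was available for 94.8%, and both were available for all 78 tested OXPHOS subunits.

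The genes named were Nek7, the genes the paper measured in mouse liver by qPCR, western blotting or ELISA or discussed (among them Ccnb1 and Ptprc, which encodes CD45), Pycard as a further inflammasome gene that the paper does not name, the 4 complex II genes, the lower gene with the smallest adjusted p in each other complex, and the 5 largest and 5 smallest log2 fold changes among genes past the threshold with a mean of at least 1 CPM, no overlap between groups and a symbol that is not a predicted-gene name. Genes and settings were chosen before the data were examined unless stated otherwise. WT and Hom livers share the replicate numbers 1, 2 and 3 in the sample labels, but they are different mice. The alternatives tried were DESeq2 1.42.0 with its size factors, library size alone or upper-quartile factors for scaling, at least 10 counts in every liver or no filter, the replicate number as a block, each liver left out in turn, an absolute log2 fold change of at least 1, a loess correction of each library for gene length and GC content, other backgrounds and gene lists, and camera.

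The procedure was tested on simulated data. Counts for the real genes were drawn from the WT means and the real library sizes, with 200 genes changed by 1 on the log2 scale. As many of these rose as fell, so library composition was hardly shifted. The simulation therefore cannot test the TMM scaling, on which the real numbers of lower and higher genes rest. Of the 199 changed genes that passed the filter, among 13122 tested, 53.3% were called in the right direction and 0.070% of unchanged genes were called. A gene length trend planted in the simulated Hom libraries, a slope of 0.56 per SD of log2 length over 13067 genes, fell to 0.0050 after the loess correction. The 6 libraries had nearly equal totals, so depth limits mainly genes with few counts. Il6 had 4 counts or fewer in every liver and was not tested.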

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

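All tests in this part on cholangiocyte and proliferation marker genes were chosen after the results were seen; the marker lists were written before.

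The paper's enrichment analysis took the genes lower in Hom livers, and it does not report on the genes that were higher. There were 2974 of these among 13805 tested, against 2780 lower. Depth differed little between groups. The balance between the directions rests on the scaling: with library size alone, 91.1% of the genes past the threshold were higher, against 51.7% with TMM factors and 62.8% with upper-quartile factors. Library size alone shifts all genes upward, and under it 642 of the 2780 lower genes were still called lower and 2 were called higher. Of the 4 splits of the 6 livers that part all same-numbered pairs, 1, the real one, gave as many genes past the threshold; the other 3 gave 0. The 6 splits that part fewer pairs also gave 0. At an unadjusted p under 0.05 the 9 other splits gave 57 to 641 genes and the real split gave 7091. With 4 such splits, the share cannot fall under 0.05.

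Cholangiocyte marker genes, 12 genes such as Krt19 and Epcam, had a median log2 fold change of 1.95, and 9 were higher at an adjusted p under 0.05 from edgeR's test. Of 10000 random lists matched on mean expression, 0% had a median as high. After the loess correction for gene length and GC content the median was 1.99, and with 1 liver left out at a time it was at least 1.80. A smaller share of hepatocyte RNA in the tissue is a candidate explanation, since the 39 hepatocyte marker genes had a median of −0.70. The 13 endothelial marker genes, which such a loss alone would raise, were not raised with TMM factors (median −0.54, 7 lower and 1 higher). With library size alone, 4 of them were lower and 3 higher (median −0.088). The stellate and macrophage markers, which such a loss would also raise, were raised with TMM factors. Their medians were 0.60 (19 genes, 9 higher and 3 lower) and 0.80 (18 genes, 5 higher and 2 lower). Bulk RNA cannot tell a smaller hepatocyte share apart from more cholangiocytes or from changed expression within cells.

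Proliferation genes, 21 genes such as Mki67 and Top2a, had a median log2 fold change of 1.83, and 14 were higher at an adjusted p under 0.05 from edgeR's test. Again 0% of the matched random lists reached this median. The median was 1.80 after the correction for length and GC content and at least 1.51 with 1 liver left out. With at least 10 counts required in every liver, 12 of the genes were left, with a median of 0.71 and 5 higher. That filter drops genes with few counts in WT livers, where strong increases can lie. Part of the lower median may therefore come from the filter itself. The number higher was 7 with the replicate block and 4 without Hom replicate 2. A smaller hepatocyte share (hepatocyte marker median −0.70) is also a candidate explanation here. The endothelial markers set the same limit, while the stellate and macrophage markers rose. Proliferation of any cell type cannot be told apart from a shift in cell composition.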

How the results depend on the processing

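The OXPHOS subunits stayed enriched among the lower genes under DESeq2, both other scalings, both other filters, the replicate block, each liver left out, the length and GC corrections and the other backgrounds and lists, with shares from 29.5% to 98.7%. The nuclear-only list is identical to the list tested, so that setting cannot move the result.

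Without TMM factors, 642 genes were lower and 6574 higher, 23 OXPHOS subunits were lower, the OXPHOS rank was 3, and 16.7% of complex IV was lower, which no longer passed the test. Under this scaling, the log2 fold change of Fn1 was 0.28 and that of Gapdh 0.091, both reversed, and the macrophage markers (median 1.24) no longer passed camera. The median of all genes moved by this scaling, so the changed counts follow from it. The macrophage markers also failed camera with at least 10 counts in every liver (median 0.80).

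With an absolute log2 fold change of at least 1, 575 genes were lower and 1825 higher, and 1 OXPHOS subunit was lower, 1.28% of the list. The share was 2.78% in complex I and 0% in complexes II, III, IV and V, all under the background. The OXPHOS enrichment thus depends on counting decreases under 2-fold.

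Across the 6 fits that each left out 1 liver, 1767 to 2750 genes were lower, the macrophage median was 0.63 to 1.28 (not past camera's threshold without WT replicate 3), and the log2 fold change of Il1b was −0.023 to 0.79. OXPHOS ranked 1 in all 6, with 74 to 77 subunits lower.

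With the replicate number as a block, 2214 genes were lower and 2383 higher, 77 OXPHOS subunits were lower and their enrichment had p = 1.34e-60 by Fisher's exact test. Same-numbered livers did not deviate together (mean correlation of deviations from the group means −0.079), and they are different mice. With the block and the gene length correction together, 64 subunits were lower.

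Among 36 named genes and 456 comparisons with an alternative, 3 were reversed, 11 weaker and 8 stronger. The alternatives that need FPKM or TPM values only, and the pathway annotation column, were not run, since counts were deposited and the table has no such column. Few counts limit Tnf, Timp1 and Ccnb1, at under 1 CPM in WT livers.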

Differences from the paper's values

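Fig. 1a shows the share of each term's genes that were lower in Hom livers. For protein processing in the endoplasmic reticulum, the share was 0.71 of 65 hand-listed genes here against the paper's about 0.46 in Fig. 1a, read by eye. Of the alternatives set before the data were examined, upper-quartile factors, at least 10 counts in every liver, no filter, the replicate block, the loess correction for length and GC content, and leaving out WT replicate 1, 2 or 3 or Hom replicate 2 or 3 brought the value within 1.5 times the paper's. DESeq2 (0.77), library size alone (0.062) and leaving out Hom replicate 1 (0.71) did not. All 12 shares compared here were taken over every listed gene, tested or not, and not over the tested genes as elsewhere. For oxidative phosphorylation the 134 listed genes included the vacuolar ATPase, with a share of 0.61 against about 0.66 by eye. For complex IV it was 0.52 of 21 genes, against about 0.58 by eye. The ribosome list held the cytosolic ribosome only. Apart from protein processing in the endoplasmic reticulum, the other 11 shares were within 1.5 times the paper's. For the ribosome, at 0.49 of 80 genes, this did not hold under most of the alternatives that closed the gap above: its share was 0.23 with upper-quartile factors, 0.34 with at least 10 counts in every liver, 0.29 with the replicate block, 0.088 with the loess correction, 0.29 and 0.21 without WT replicates 1 and 3, and 0.21 and 0.19 without Hom replicates 2 and 3, against the paper's about 0.53 in Fig. 1a, read by eye. With library size alone, 9 of the 12 shares were more than 1.5 times from the paper's.

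Fig. 1a lists the ribosome above protein processing in the endoplasmic reticulum, fatty acid degradation, branched-chain amino acid degradation, the peroxisome and the proteasome. Here the ribosome list held the cytosolic ribosome only, and no KEGG list was used. It ranked 7 of the 7 lists, with 48.8% of its genes lower. A rank by p-value depends on the size and members of each list, so this rank cannot be set directly against the figure's. Among the alternatives set before the data were examined, leaving out WT replicate 2 gave the ribosome a rank of 2, as in the figure. DESeq2 gave 5. With library size alone the ribosome tied with the proteasome for last place, since 0% of either list was lower. The others gave 7. Fig. 1a also lists the peroxisome above the proteasome, which ranked 6 and 5 here; with upper-quartile factors, library size alone, at least 10 counts in every liver, no filter, the loess correction for length and GC content, the length correction with the replicate block, and without Hom replicate 1, 2 or 3, the peroxisome ranked above the proteasome.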

Other observations

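The tests in this part on sex-linked genes, and the split test on OXPHOS subunits, were chosen after the results were seen; the other tests were set before.

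For the lower OXPHOS subunit genes, 77 of 78, several technical explanations were tested. After a loess correction of each library for gene length 67 were lower, and their median log2 fold change moved from −0.65 to −0.46, so a gene length trend does not account for all of the decrease. After the same correction for GC content 77 were lower, but that correction moved the subunits little (median absolute shift 0.044). The 10 most counted WT genes held 18.8% to 20.6% of counts in WT livers and 11.7% to 13.6% in Hom livers, and a smaller share in Hom livers would raise the counts of other genes there, not lower them. With those genes left out 77 were lower, but TMM trims such genes, so that count had little room to move and shows no stability. Of 10000 expression-matched random lists, 0% had a median as low. The real split was the only 1 of 4 splits that part all same-numbered pairs to give as many subunits in the same direction, and the other 9 of 10 splits gave 0, but so few splits cannot rule out chance. A smaller share of hepatocyte RNA in the Hom livers may contribute: the 39 hepatocyte marker genes had a median log2 fold change of −0.70, as low as the −0.65 of the OXPHOS subunits, and this order held in 13 of 14 alternatives (the exception was leaving out WT replicate 2). The endothelial markers, which a loss of hepatocytes alone would raise, had a median of −0.54 with TMM factors and −0.088 with library size alone. The stellate and macrophage markers, which such a loss would also raise, had medians of 0.60 and 0.80 with TMM factors. The lower OXPHOS RNA cannot be told apart from a change in cell composition. Hepatocyte genes did not fall alike, since 23 of 39 were lower and 3 higher.

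Hom replicate 1 had 153 counts on 4 Y-linked genes, against 2063 to 3128 in the other 5 livers. Of these 153 counts, 149 were on Uty, which had 464 to 725 counts in the other 5 livers. The total count of Hom replicate 1 was 102% of the median of the others, so depth does not account for its low Y-linked counts. Its Nek7 was at 14.5 CPM, as low as in the other Hom livers. All 4 X-linked partners of the Y-linked genes (Kdm5c, Kdm6a, Eif2s3x and Ddx3x) were higher in it than in both other Hom livers. A female mouse is a candidate explanation, though it leaves the 149 Uty counts unexplained. The paper states that both sexes were used for the knockout mice, and the sample labels give no sex. It also describes control and experimental mice as matched for sex and age. The WT livers all had many Y-linked counts, so a female Hom liver would conflict with such matching here. Sex would then be partly confounded with genotype. With this liver left out, 2309 of the 2780 lower genes and 2467 of the 2974 higher genes were called again.

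The paper measured fibrosis and inflammation genes by qPCR in Hom livers (Fig. 4); whether any of those mice were among the 6 sequenced is not stated in its text. In these 6 livers, the log2 fold change was 3.32 for Col1a1, 2.29 for Col3a1, 3.32 for Timp1, 2.07 for Mmp2, 1.30 for Acta2, 2.53 for Ccl2 and 2.22 for Tnf, all at an adjusted p of 0.0294 or less from edgeR's quasi-likelihood test. Acta2 was not past the threshold in 5 of the alternatives, with adjusted p from 0.0581 (replicate block) to 0.0914 (without WT replicate 2) from the edgeR test; the other 3 were leaving out Hom replicate 1, 2 or 3. Fn1 was −0.16 (adjusted p = 0.568 from the edgeR test), whereas the paper reports more fibronectin in Hom livers; with library size alone it was 0.28 (adjusted p = 0.203). Tgfb1, Il1b and Nlrp3 were not past the threshold (log2 fold changes 0.62, 0.40 and 0.86, adjusted p = 0.0706, 0.556 and 0.186 from the edgeR test). Tgfb1 passed it with DESeq2 (adjusted p = 0.0367), with library size alone (0.0179 from the edgeR test) and without WT replicate 1 (0.0105), and Nlrp3 passed it without WT replicate 1 (0.0108). Casp1 was higher (log2 fold change 1.80, adjusted p = 0.0104 from the edgeR test).

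The genes with the largest decreases included Hsd3b5, with 730 to 3638 counts in WT livers and 0 in Hom livers, and the multigene family members Mup1, Mup7 and Mup12, whose reads the counting could split. WT replicate 1 had 722 Mup7 counts and the other WT livers 274574 and 281783, so the WT livers differ among themselves. The largest increases included Tmc5 (131 to 249 counts in Hom livers, 1 or fewer in WT livers).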
